# A bigenic mouse model of FSGS reveals perturbed pathways in podocytes, mesangial cells and endothelial cells

**DOI:** 10.1371/journal.pone.0216261

**Published:** 2019-08-28

**Authors:** Andrew S. Potter, Keri Drake, Eric W. Brunskill, S. Steven Potter

## Abstract

Focal segmental glomerulosclerosis is a major cause of end stage renal disease. Many patients prove unresponsive to available therapies. An improved understanding of the molecular basis of the disease process could provide insights leading to novel therapeutic approaches. In this study we carried out an RNA-seq analysis of the altered gene expression patterns of podocytes, mesangial cells and glomerular endothelial cells of the bigenic *Cd2ap*+/-, *Fyn*-/- mutant mouse model of FSGS. In the podocytes we observed upregulation of many genes related to the Tgfβ family/pathway, including *Gdnf*, *Tgfβ1*, *Tgfβ2*, *Snai2*, *Vegfb*, *Bmp4*, and *Tnc*. The mutant podocytes also showed upregulation of *Acta2*, a marker of smooth muscle and associated with myofibroblasts, which are implicated in driving fibrosis. GO analysis of the podocyte upregulated genes identified elevated protein kinase activity, increased expression of growth factors, and negative regulation of cell adhesion, perhaps related to the observed podocyte loss. Both podocytes and mesangial cells showed strong upregulation of aldehyde dehydrogenase genes involved in the synthesis of retinoic acid. Similarly, the *Cd2ap*+/-, *Fyn*-/- mesangial cells, as well as podocytes in other genetic models, and the glomeruli of human FSGS patients, all show upregulation of the serine protease Prss23, with the common thread suggesting important functionality. Another gene with strong upregulation in the *Cd2ap*+/-, *Fyn*-/- mutant mesangial cells as well as multiple other mutant mouse models of FSGS was thrombospondin, which activates the secreted inactive form of Tgfβ. The *Cd2ap*+/-, *Fyn*-/- mutant endothelial cells showed elevated expression of genes involved in cell proliferation, angioblast migration, angiogenesis, and neovasculature, all consistent with the formation of new blood vessels in the diseased glomerulus. The resulting global definition of the perturbed molecular pathways in the three major cell types of the mutant glomerulus provide deeper understanding of the molecular pathogenic pathways.

## Introduction

Focal segmental glomerulosclerosis (FSGS) is a histologic pattern that is the most common glomerular cause of end stage renal disease (ESRD) in the United States [1]. It is characterized by sclerosis of parts (segmental) of some (focal) glomeruli. There is typically evidence of collapse of capillary loops and increased mesangial matrix deposition in segments of a portion of glomeruli. FSGS histologic lesion is found in about 35% of all cases, and 50% of African Americans, with nephrotic syndrome [2]. There is a trend of increasing incidence of FSGS caused ESRD in the United States [3] and world [4].

The Columbia morphological classification defines the collapsing variant, tip variant, perihilar variant, cellular variant and classical or NOS (not otherwise specified) FSGS [5, 6]. It is also possible to cluster FSGS into six clinical types based on etiology [7], which includes the less common medication or infection associated FSGS. Adaptive FSGS results from glomerular hyperfiltration, which can be associated with low birth weight, morbid obesity or sickle cell anemia. Another type is idiopathic, or primary FSGS, with no known cause. In addition, one can define two types of FSGS with a clear genetic basis. First, there are high penetrance genetic causes, with over 38 genes now identified, where homozygous mutation of a single gene results in FSGS [7]. These are more likely seen in childhood nephrotic syndrome (~60%) than in older children or adolescents (~5%), with still lower rates in adults [8, 9]. Causative genes include *Actn4*, *Inf2*, *Trpc6*, and *Nphs2*, to name a few [7].

A second genetic cause category involves multiple mutant allele combinations that contribute to FSGS with lower penetrance. For example, genetic variants of *Apol1* are a major contributing factor to FSGS in individuals of sub-Saharan descent, being associated with 72% of cases [10]. The effect is mostly recessive, with two risk alleles required, but penetrance is low, as most individuals with two risk alleles will not develop FSGS. Presumably additional environmental and/or genetic contributions are required. Indeed, it is generally thought that monogenic disease is relatively rare compared to multifactorial (multiple mutant genes combined with environmental causes) and polygenic (mutations in multiple genes) disease. The cumulative effects of several mutations in different genes can combine to cause FSGS or modulate its severity. For example, homozygous MYO1E mutation is associated with childhood FSGS [11], while coinheritance of mutations in both COl4A5 and MYO1E can dramatically accentuate disease severity [12].

It has also been shown in mouse models that there can be combined polygenic contributions to FSGS. Cd2ap is a scaffold protein located in the slit diaphragms of podoctyes where it interacts with nephrin and podocin [13, 14]. Homozygous mutation of *Cd2ap* has been shown to cause high penetrance FSGS in humans [15, 16]. Mice with homozygous mutation of *Cd2ap* also develop FSGS like disease, with severe nephrotic syndrome, extracellular matrix deposition, glomerulosclerosis, extensive podocyte foot process effacement, and death within weeks of birth [13]. The phenotype of heterozygous mice with only one *Cd2ap* mutation, however, is “relatively unremarkable” [17], with some glomerular changes noted at 9 months of age [18]. *Fyn* encodes a tyrosine kinase, related to *Src*, that phosphorylates the slit diaphragm component Nephrin [19]. Heterozygous mutation of *Fyn* gives rise to very rare proteinuria, while homozygous *Fyn* mutation results in proteinuria in only 31% of mice at an average onset of 8 months [17]. Of interest, however, combined *Cd2ap*+/-, *Fyn*-/- mice develop proteinuria in 100% of mice at average onset of only 5 months [17]. This synergy of phenotype represents a combined susceptibility allele model. A fraction of human FSGS cases also likely result from multiple mutant alleles, in various mixes of susceptibility genes, together increasing the chances of FSGS. In this report we further study the *Cd2ap*+/-, *Fyn*-/- bigenic murine model of FSGS, examining gene expression changes that take place in the glomerular podocyte, mesangial and endothelial cells.

Podocyte injury plays a key role in the initiation and progression of glomerular disease, including FSGS [20]. The first detectable morphological characteristics of FSGS are found in podocytes [21], which undergo hypertrophy, detachment from the glomerular basement membrane (GBM), effacement of foot processes and depletion in number. The other two main glomerular cell types, however, the mesangial and endothelial cells, also undergo dramatic changes during FSGS. There is, for example, mesangial expansion with increased extracellular matrix, and endothelial cells can show increased leukocyte recruitment [22] as well as *de novo* angiogenesis, which can result in leaky vessels [23]. A comprehensive analysis of FSGS, therefore, requires examination of mesangial cells and endothelial cells as well as podocytes.

The current Kidney Disease: Improving Global Outcome (KDIGO) practice guidelines link therapy to pathology. Initial treatments include inhibitors of the renin-angiotensin system and corticosteroids. Steroid resistant patients can be treated with cyclosporine, mycophenolate mofetil, or tacrolimus, with responses varying for different types of FSGS. Nevertheless, a high percentage of patients prove unresponsive to all available therapies, emphasizing the need for a deeper understanding of FSGS to guide the development of improved treatment options. In this report we define the activated pathogenic and protective molecular pathways in each major cell type of the glomerulus in the bigenic *Cd2ap*+/-, *Fyn*-/- mouse model of FSGS, thereby providing a global view the disease process that might aid in the identification of novel therapeutic targets.

## Materials and methods

### Mouse strains

The *Cd2ap* mutant (B6.129X1-*Cd2ap*^tm1Shaw^/J), *Tie2-GFP* (Tg[*TIE2GFP*]287Sato/J) and Fyn (B6.129-*Fyn*^tm1Sor^/J) mice were obtained from the Jackson Laboratory. *MafB-GFP*, Tg (*MafB-EGFP)* FT79Gsat and *Meis1-GFP* Tg (*Meis1-EGFP*) FO156Gsat, were from GENSAT/MMRC (http://www.gensat.org).

### Animal ethics

All animal experiments were carried out according to protocols approved by the Cincinnati Children's Medical Center Institutional Animal Care and Use Committee (protocol title "mouse models of focal segmental glomerulosclerosis", number 2016–0020).

### Single cell prep for FACS sorting

Mice were euthanized via cervical dislocation after sedation with isoflurane, kidneys were isolated and placed into ice-cold PBS. Glomeruli were isolated as previously described [24].

For isolating mesangial and endothelial cells, the glomeruli were pelleted, rinsed with ice-cold PBS, and then re-suspended in 200 μL TrypLE Select 10x, incubated at 37° C for 10–15 min, and triturated vigorously every 3 min. Cell digestion was monitored by taking a small aliquot and visualizing with a microscope. After digestion ice-cold 10% FBS/PBS was added and the cells were again triturated vigorously. The cells were then pelleted, washed with ice-cold 1% FBS/PBS and filtered using a 35-μM filter mesh (Falcon, cat. # 352235) before FACS sorting. GFP positive cells were collected into lysis buffer containing 0.1% SDS (in H_2_0). After collection, the lysate was vortexed and placed on dry ice.

For isolating podocytes, a single cell suspension was derived from the glomeruli as previously described [24]. Briefly, the glomeruli were incubated for 40 min in 2 mL enzymatic digest buffer (Containing Type 2 collagenase 300 U/mL, 1 mg/mL pronase E, 50 U/mL DNAse 1) at 37° C while shaking at 1400 RPM/min in a thermomixer. Every 10 min the digestion mix was passaged two times with a 27-gauge needle [25]. After digestion, equal volume ice-cold 10% FBS/PBS was added and the cells were triturated. The cells were filtered using a 40 μM filter to remove clumps, pelleted by centrifugation, rinsed with ice-cold 1% FBS/PBS, re-suspended in 400 μL 1% FBS/PBS and filtered using a 35-μM filter mesh prior to FACS sorting. GFP-positive cells were collected in Buffer RL. After collection, the lysate was vortexed and placed on dry ice.

### Target cell isolation

The *Meis1-GFP*, *MafB-GFP*, and *Tie2-GFP* transgene reporters enabled FACS-sorting purification of mesangial cells, podocytes and endothelial cells, respectively, from single-cell suspensions derived from the glomeruli of control (wild type or one-allele mice), and *Cd2ap*^*+/-*^ *Fyn*^*-/-*^ (3-allele) mice. Although 3-allele *Cd2ap*^*+/-*^ *Fyn*^*-/-*^ mice developed albuminuria at 5 months of age, both the 3-allele and control mice were sacrificed at an average age of approximately 10–14 months, which coincided with 3-allele mice having significantly elevated blood urea nitrogen (BUN) and increased pathological evidence of FSGS compared to control mice. From 5–9 months of age, the average BUN of 3-allele mice was 29.13 ± 1.2 compared to 26.46 ± 0.97 for control mice. From 10–14 months of age, the average BUN of 3-allele mice was 35.98 ± 2.9 compared to 27.22 ± 1.4 for control mice. The mice sacrificed were all adult (> = 5 months). The first two mice, aged 5 months, (Mesangial cells: 3-allele and control) that we sacrificed did not show substantial differences in the RNA-Seq gene profiles, so subsequently we used older mice ranging in age from 8 months to 1.5 years that showed significant proteinuria as measured by a protein gel. The average age for 3-allele and control mice was as follows in Table 1.

**Table 1:** Average ages of mice used for analysis.

Cell Type	Control (Age, months)	3-allele (Age, months)
Podocyte	12	12
Mesangial	10	11
Endothelial	14	13

### RNA purification, amplification and sequencing

For mesangial and endothelial samples, we purified the RNA using Zymo ZR MicroPrep Kit (cat. # R1061) with in-solution DNAse treatment. Due to a lower yield of cells for 3-allele MafB-GFP selected podocytes (due to podocyte cell loss), we used the Norgen Single Cell RNA Purification Kit (cat. # 51800) with on-column DNAse treatment for both the podocyte control and 3-allele samples. A minimum of 4K cells were used for each preparation. (Podocytes mutant 4K, 8.4K, 6.7K and ctrl 10K, 42K, 21K; mesangial mutant 48.7K, 58.5K, 53.6K and ctrl 14.8K, 42.2K 30.6K; endothelial mutant 130K, 500K, 318 K and ctrl 155K, 213K and 184K).

The initial amplification step for all samples was done with the NuGEN Ovation RNA-Seq System v2. The assay was used to amplify RNA samples to create double stranded cDNA. The concentrations were measured using the Qubit dsDNA BR assay. Libraries were then created for all samples using the Illumina Nextera XT DNA Sample Preparation Kit. The concentrations were measured using the Qubit dsDNA HS assay. The size of the libraries for each sample was measured using the Agilent HS DNA chip. The samples were placed in a pool. The concentration of the pool was optimized to acquire at least 15–20 million reads per sample. Sequencing was performed on the Illumina HiSeq2500, single-end 75 base pair. Sequencing data is available in the Gene Expression Omnibus [26], accession number GSE123179.

### RT-qPCR validations

Glomeruli were isolated from 3-allele and control mice using the sieving method described previously [24]. Glomeruli were then lysed by addition of Qiagen Buffer RLT, vortexing and then placing the tubes on dry ice. RNA was purified using the Qiagen RNEasy Micro Kit (cat. # 74004). RNA was quantified using a NanoDrop spectrophotometer (NanoDrop Technologies, DE, USA). The quality of the RNA was analyzed using an Agilent Bioanalyzer (nano-chip). RNA Integrity Numbers (RIN) were > 8.0. Reverse transcription reactions were set up using the RT-VILO SuperScript cDNA synthesis kit from Invitrogen (cat. # 11754–050). The cDNA was then precipitated by adding 2 μL of 3 M sodium acetate, 1 μL glycogen and 57.5 μL 100% ETOH for a total volume of 80.5 μL. Following overnight incubation at -20°C, the cDNA was pelleted at 14,000 RPM for 20 minutes at 4° C. The pellet was rinsed with 70% ETOH, decanted and air dried. The cDNA was re-suspended in 51 μL H_2_0 and then quantified using a NanoDrop spectrophotometer set to measure single-stranded DNA. RT-qPCR was performed using the PowerUp SYBR Green Master Mix (Applied Biosystems, cat. # A25742) and the StepOnePlus using the relative standard curve method. Samples were normalized to beta-actin (mesangial and endothelial genes) or nephrin (podocyte genes).

### RT-qPCR primer design

Genes were selected based on restricted up-regulation in one sorted glomerular 3-allele cell type compared to control cells, or in the case of Serpine1 up-regulation in several cell-types. RT-qPCR primers were designed using Primer-Blast to amplify a product size between 75 and 200 bp using the mRNA RefSeq database of *Mus musculus*. Where possible, the primers were designed to span an intron. Primers used are listed below in Table 2.

**Table 2:** Primer sequences used for RT-qPCR validations.

Gene	Forward Primer	Reverse Primer
Actb	TTTGCAGCTCCTTCGTTGCC	ACCCATTCCCACCATCACAC
Aldh1a2	TCCCTAAATGGCGGTAAGCC	CCACGGGATGATCTGTCCAC
Cpe	AGGCGGTCCTAACAATCACC	GTACCGCTCCGTGTCTCATC
Cpne7	GGACCCATTGACCAAGTCCG	TCTGCACCCCCTCGAAGTAG
Endou	CAGGGAGGTCATGAAGACGG	TCGAGTACAGCCCAAACCAC
FrzB	GTGGAAGGATCGGCTTGGTA	CTGGCCGGGGATTAGAGTTC
Nphs1	TAATGTGTCTGCAGCCCAGG	TCCACTCCAGTCCTACCGAG
Parm1	TTGGAGGTGCAGCATACCTG	GACCCGTAGTCATGGTCGTC
Rspo1	TCTGAGCTGGACACACATCG	GCAGAATGAAGAGCTTGGGC
Serpine1	ACAGGCACTGCAAAAGGTCA	TCAAGGCTCCATCACTTGGC
Spon2	ACCGACAGTGGTTTCACCTT	CGAAGGTCACTTTGGCGATG
Thbs1	CCAGAGCATCTTCACCAGGG	ACCACGTTGTTGTCAAGGGT
Tnc	CCACATCTCAGGGCTTCCAC	GAAACCGTCTGGAGTGGCAT

### RNA-seq data analysis

RNA-seq data was analyzed using Strand NGS 3.2. The reads were aligned to mm9. Reads were quantified using DeSeq with normalization threshold of 1. The baseline was set to the median of all samples.

#### Filtering gene lists (all samples)

Reads were filtered based on genic region; spliced, partial genic, exonic, exon intron junction and genic reads were retained; intergenic and intronic reads were removed. Reads were further filtered on read quality metrics with the following parameters: Quality threshold > = 20, N's allowed in read < = 0, number of multiple matches allowed < = 1, and reads were removed that failed vendor's QC. Duplicate reads were removed, with a threshold of 4.

#### Generating gene lists comparing podocytes, mesangial cells, endothelial cells and controls

At least 5.0 NRPKM (very similar to the standard RPKM or FPKM) in 3 out of 6 samples was required. A moderated t-test was then used to compare 3-allele and control samples with a corrected p-value cut-off of 0.05. The p-value computation was asymptotic and no multiple testing correction was used. This list was then used to perform a fold-change analysis between 3-allele and control samples, with a fold-change cut-off of > = 1.5. Y-linked genes, associated with sex differences between the samples, were removed from the final gene list.

#### Filtering endothelial genes from MafB-GFP podocyte samples

For the podocytes, in order to remove the effects of a small percentage of contaminating endothelial cells, the WT glomerular endothelial cells were compared with WT podocytes. At least 80 NRPKM was required in 2 out of 6 samples (podocyte or endothelial); the cell types were compared with Audic Claverie test with no multiple-testing correction and a p-value cut off of 0.05. A fold change> = 4 in endothelial cells compared to podocytes was used to generate a list of genes with high specific expression in endothelial cells. This list of genes was compared using a Venn diagram with differentially expressed podocyte (MAFB) genes. Genes were excluded from the list of differentially expressed MAFB genes which were found in both the MAFB list and the list of genes up-regulated in endothelial cells.

#### Heat map parameters

The heat map was generated within Strand NGS software using a hierarchical clustering algorithm and clustered by normalized intensity values. The heat map was clustered on entities and conditions. The similarity measure is Pearson Centered. The linkage rule is Ward’s. There was no clustering within conditions.

#### Blood analyses

Following anesthetization with isoflurane, serum was collected from mice via submandibular blood draw using 5.5 mm Goldenrod animal lancets. Serum BUN, creatinine and albumin were analyzed. Blood was collected using BD Microtainer serum collection tubes from the puncture site and then centrifuged at 1000 g for 10 min at 4°C to isolate serum; the serum was then shipped to IDEXX laboratories for analysis. Average lab values between 3 allele and control mice were compared with using a two-tailed t-test with unequal variance (total n = 44 3 allele mutants, 36 CTRL for phenotypic comparison).

## Results and discussion

In this study we used RNA-seq to define the altered gene expression patterns of each major cell type of the glomerulus in the *Cd2ap*+/-, *Fyn*-/- bigenic mouse model of FSGS. To isolate the podocytes, mesangial cells and endothelial cells from the control and mutant FSGS kidneys we used three different transgenic reporter mouse lines. *MafB-GFP*, *Meis1-GFP* and *Tie2-GFP* which drive cell type restricted GFP expression in the podocytes, mesangial cells and endothelial cells of the glomerulus, respectively [24]. We first isolated glomeruli, using a sieving protocol, and then used further enzymatic dissociation to produce single cell suspensions. By combining the three mutant alleles (*Cd2ap*+/-, *Fyn*-/-) with the appropriate GFP transgene reporter it was possible to purify the podocytes, mesangial cells and endothelial cells by fluorescent activated cell sorting (FACS). 

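The RNA-seq covered 18 libraries of sorted glomerular cells, with 3 libraries from *Cd2ap*+/-, *Fyn*-/- mice (3-allele) and 3 from control mice for each of the 3 cell types. The deposited table of each cell type gave 37489 genes in NRPKM, the authors' normalized RPKM on the mouse assembly mm9. The 3 tables may have been normalized separately, which limits the comparison of levels between cell types. The comparisons below used log2(NRPKM + 0.1) and the moderated t-test of limma. A gene was called higher or lower by the study's own thresholds, an unadjusted p of 0.05 and a 1.5-fold change in genes with at least 5 NRPKM in 3 of the 6 libraries, with Y-linked genes removed. Folds are ratios of the group means on that scale, and the added 0.1 makes them smaller for genes near 0. Values after ± are standard deviations (SD) across the 3 libraries of a group unless named otherwise. Groups of genes with a shared function were tested with camera in limma, on lists written after S1, S2 and S3 Tables had been read, so a list that moved is not evidence independent of those tables. The camera tests fixed the correlation between genes at 0.01. With the correlation estimated from the same 6 libraries, no list passed in any cell type. The library preparation was not stranded, so transcripts from overlapping genes could not be told apart.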

We then examined the FSGS altered gene expression patterns of all three major glomerular cell types using RNA-seq to begin to better understand the underlying pathogenic molecular pathways.

### *Cd2ap*+/-, *Fyn*-/- Phenotype

In agreement with previous studies, we observed the onset of proteinuria at around 5 months of age in the *Cd2ap*+/-, *Fyn*-/- mice, with near 100% penetrance [17]. H&E and Jones Silver Stain were used to characterize the FSGS like pathology observed in the *Cd2ap*+/-, *Fyn*-/- glomeruli (Fig 1). There were localized regions of scarring in some glomeruli, as well as capillary lumen loss and increased mesangial matrix. Scanning EM of the *Cd2ap*+/-, *Fyn*-/- glomeruli showed podocyte depletion, fusion of foot processes and general disorganization of remaining podocytes (Fig 2). Transmission EM further showed the altered podocyte foot process structures and, of interest, regions of expanded GBM (Fig 3). At the time of sacrifice, around 11 months, the *Cd2ap*+/-, *Fyn*-/- mice showed normal serum creatinine, elevated serum BUN (33.6 mg/dL versus 26.2 mg/dL for control, P = 0.0001), and decreased serum albumin (2.58 g/dL versus 2.89 g/dL for control, P = 0.03).

**Fig 1:**
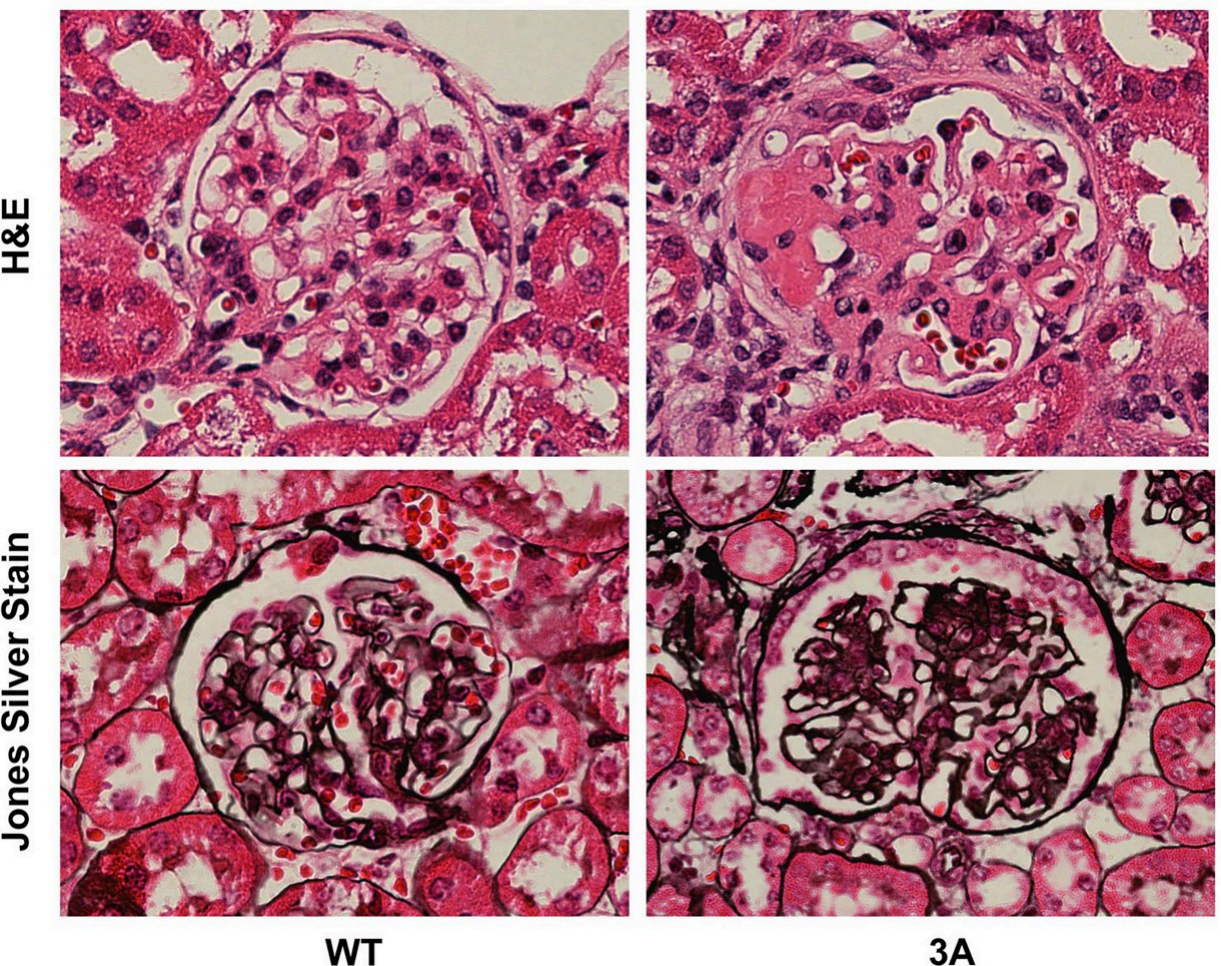
Histology of wild type (WT) and *Cd2ap*+/-, *Fyn*-/- three allele mutant (3A) glomeruli. H&E staining, top panels, show partial blockage of mutant capillaries and regions of scarring, particularly pronounced on the left extreme. (3A was 14 months, Ctrl was 10 months). Bottom panels show Jone’s Silver stain, with increased staining of glomerular basement membranes in 3A glomerulus. (3A was 15 months, Ctrl was 10 months).

**Fig 2:**
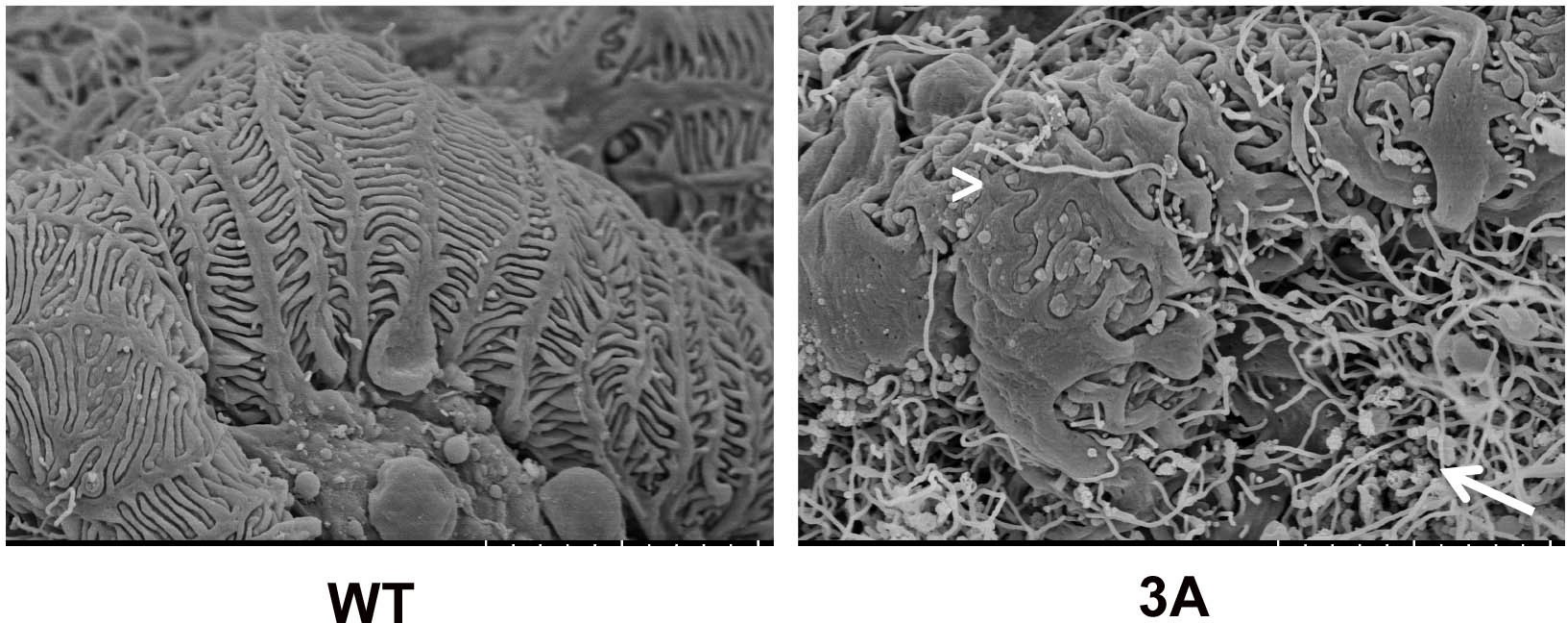
Scanning electron microscopy of wild type (WT) and three allele mutant (3A) glomeruli. Note uniform capillary coverage by wild type podocytes, with evenly spaced foot processes and slit diaphragms. In contrast the mutant podocytes are disorganized, partially detached, with foot processes sometimes fused (arrowhead). In addition, the mutant glomerulus showed abundant fibrils (arrow). (Both 3A and Ctrl were 14 months).

**Fig 3:**
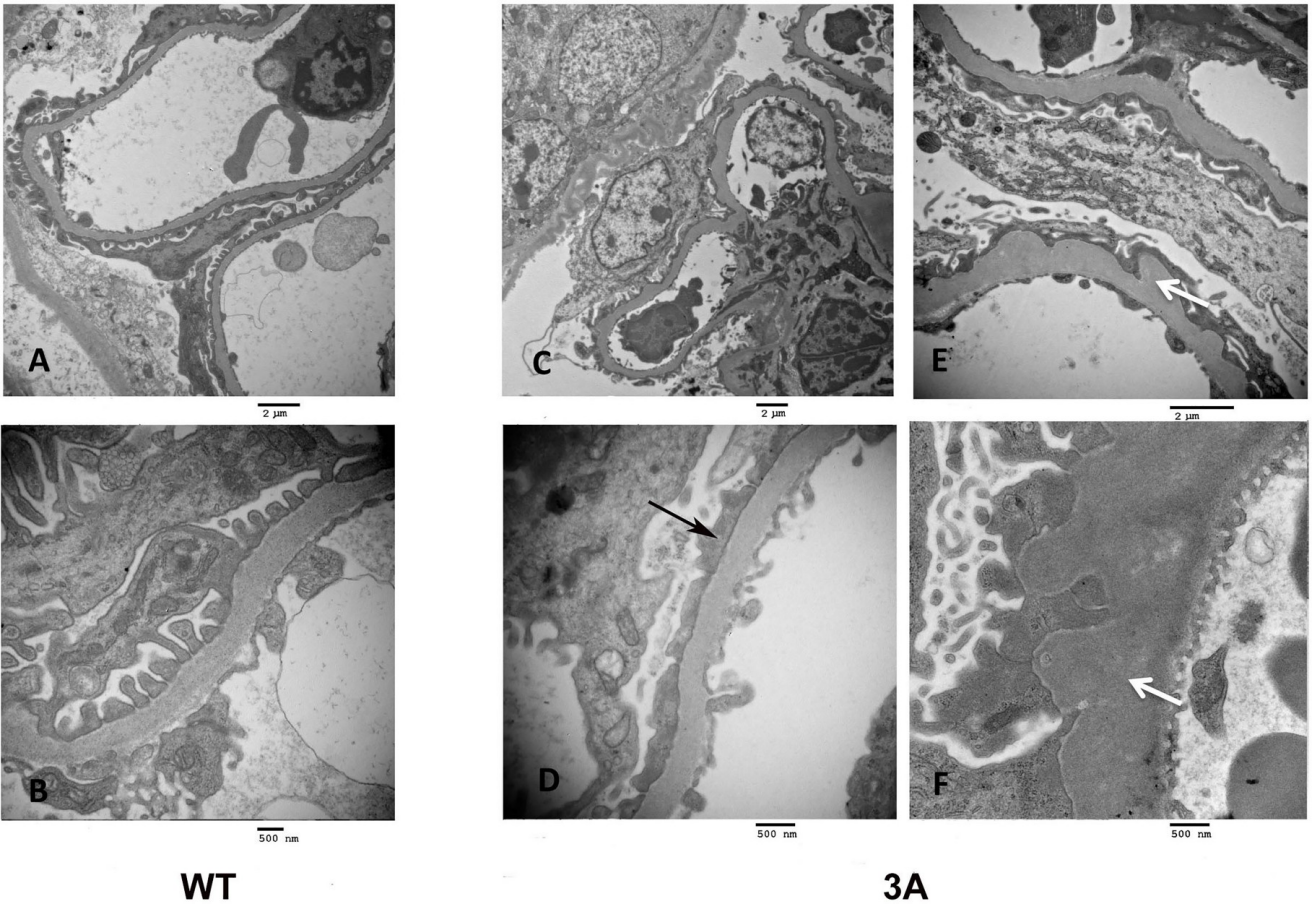
**Transmission electron microscopy of glomeruli of wild type (WT), left panels, and mutant (3A), middle and right panels.** Upper panels are lower magnification and lower panels are higher magnification (see size bars). Note evenly spaced foot processes and slit diaphragms in the WT, with the mutant showing fused foot processes (black arrow) and expanded glomerular basement membrane (white arrow). (Both 3A and Ctrl were 14 months).

### Assaying cell type purity

The isolation of strongly enriched populations of glomerular cell types can be challenging. The podocytes, in particular, are tightly wrapped around capillary loops with extensively interdigitated foot processes attached to the glomerular basement membrane. The mutant podocytes, within partially sclerotic glomeruli, were particularly challenging to detach.

We used two metrics to assay enrichment levels for the three cell types following FACS. The first was enriched expression levels of expected cell type specific marker genes. By this measure all FACS cell preparations showed strongly elevated expression of predicted markers, indicating robust enrichment of desired cell types. For example, *Nphs2* expression is an excellent marker for the podocyte, and all six podocyte cell preparations, including three *Cd2ap*+/-, *Fyn*-/- mutant and three control, showed very high expression levels of *Nphs2*, in the range of 1,400–2,300 RPKM.

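Podocyte genes such as nephrin, podocin and podocalyxin, which build the slit diaphragm and the foot processes, averaged 313 ± 21.6 NRPKM over a list of 26 markers in 3-allele podocyte libraries and 342 ± 43.6 in control podocyte libraries (SD, n = 3 each). The same 26 genes averaged 11.9 ± 1.67 NRPKM in the 6 mesangial libraries and 33.2 ± 2.06 in the 6 endothelial libraries. Mesangial markers, 18 genes of pericyte-like contractile cells, averaged 224 ± 22.1 NRPKM in 3-allele and 203 ± 20.6 in control mesangial libraries. They averaged 43.0 ± 26.2 in 3-allele podocytes, 17.7 ± 9.57 in control podocytes and 11.9 ± 2.12 across the 6 endothelial libraries. Endothelial markers, 26 genes of vessel-lining cells, averaged 196 ± 24.4 NRPKM in 3-allele and 204 ± 36.5 in control endothelial libraries. Their level was 30.8 ± 11.1 in 3-allele podocytes and 17.7 ± 2.75 in control podocytes. The 3 tables may have been normalized separately, and the differences between the matching cell type and the other 2 were several fold in each case. From these marker levels the paper concludes that the desired cell types were enriched.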

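Podocin, the product of *Nphs2*, anchors the slit diaphragm between podocyte foot processes. *Nphs2* stood at 2114, 1686 and 1603 NRPKM in the 3-allele podocyte libraries and at 2252, 2102 and 1466 in the controls. The group means were 1801 ± 274 and 1940.3 ± 417 NRPKM (SD, n = 3), a log2 difference of -0.09 with a standard error of 0.24 (adjusted p = 0.994), and the libraries of the groups overlapped. The gene lies on chromosome 1 of mm9 from 158240858 to 158258166.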

A second and more stringent metric is to look for the expression levels of marker genes associated with potential contaminating cell types. By this measure, for example, the endothelial and mesangial cell preparations were very free of podocyte contamination, with podocyte marker *Nphs2* expression levels of only 0, 0, 0, 0, 4 and 1 RPKM in the six endothelial cell preparations and 0, 2, 0, 1, 1, and 11 RPKM in the mesangial cell preparations. 

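In the endothelial table *Nphs2* was read at 0.0581, 0.222 and 0.151 NRPKM in 3-allele libraries and at 1.39, 0.266 and 4.41 in controls. Mesangial values were 2.15, 0.0952 and 0.0651 NRPKM in 3-allele libraries and 1.04, 11.9 and 1.41 in controls, highest in mesangial control replicate 2 of the 12 libraries. Group means were 0.144 ± 0.0821 and 2.02 ± 2.14 NRPKM in endothelial 3-allele and control libraries, and 0.771 ± 1.20 and 4.79 ± 6.16 in mesangial ones (SD, n = 3 each). Each is a small part of the podocyte level, although the tables may have been normalized separately.

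**Figure D1:**
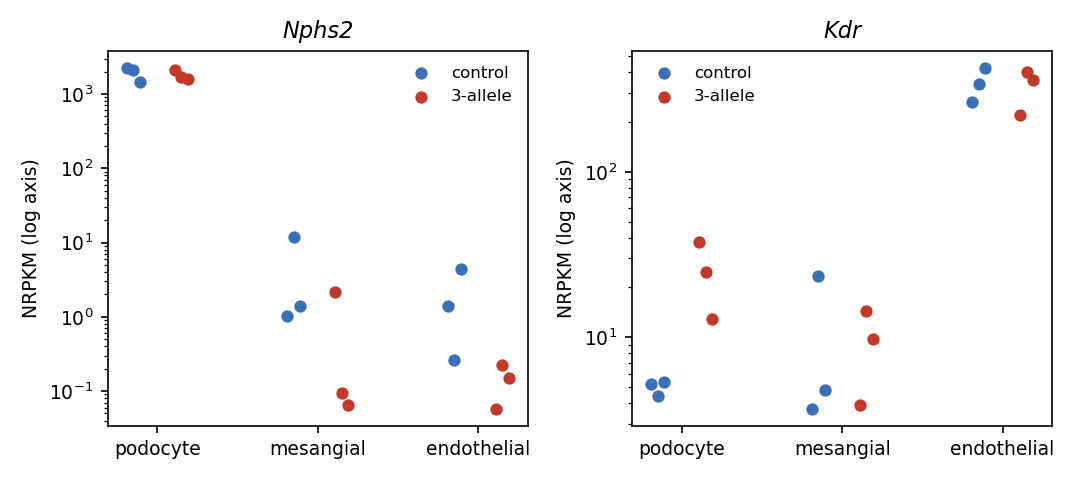
NRPKM of *Nphs2* (left) and *Kdr* (right) in the sorted libraries of the 3 cell types. Each point is a library, blue for controls and red for 3-allele mice, and the vertical axis is logarithmic.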

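*Kdr* encodes the main VEGF receptor of endothelial cells. Mesangial libraries held *Kdr* at 9.38 ± 5.30 NRPKM in 3-allele mice and 10.7 ± 11.2 in controls (SD, n = 3 each). A list of 26 endothelial markers, among them *Kdr*, averaged 37.6 ± 1.28 NRPKM in the 3-allele mesangial libraries and 37.4 ± 4.64 in the control ones. The 18 mesangial markers averaged 12.5 ± 1.26 NRPKM in 3-allele and 11.2 ± 2.89 in control endothelial libraries. In mesangial cells neither the endothelial markers (none of 16 tested genes passed, none adjusted over the list alone, camera adjusted p = 0.545, and 0.805 with an estimated correlation) nor the mesangial markers (0 of 16, adjusted over the list alone 0, camera adjusted p = 0.23, and 0.739 with an estimated correlation) passed as a list. Without control replicate 2 the endothelial markers passed as higher (adjusted p = 0.00189), and without 3-allele replicate 3 the mesangial markers passed (0.0476). These levels mix transcripts carried over from other cells with any expression of the genes by the sorted cells themselves.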

In similar manner the mesangial cells were essentially free of endothelial contamination and the endothelial cells also free of mesangial contamination. *Nphs2* was used as a marker of possible podocyte contamination because of its extremely restricted expression in podocytes. We have observed that some other genes whose transcription is widely considered podocyte specific actually show low but significant levels of expression in other cell types. For example, *Wt1* is expressed not only in podoctyes, but also in mesangial cells, albeit at a level about six fold lower than in podocytes [27].

The podocytes, however, showed detectable levels of cross contamination. For example, the endothelial expressed gene *Kdr*, gave an average expression level of 336 RPKM in endothelial cell preparations and 15 RPKM in podocytes, suggesting a low level of contamination. 

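*Kdr* was at 37.7, 24.8 and 12.9 NRPKM in the 3-allele podocyte libraries and at 4.98 ± 0.497 (SD, n = 3) in the controls, 4.56-fold higher in the mutant (log2 2.19, standard error 0.38, adjusted p = 0.158). Other endothelial transcripts followed it. Of 17 tested endothelial markers, 15 were higher in the mutant podocyte libraries and 2 did not pass (15 adjusted over the list alone, camera adjusted p = 9.9e-19, and 0.19 with an estimated correlation), 14 of them among the genes that the study's endothelial filter removed. Mesangial markers include integrin and contractile genes of the glomerular stalk, and 7 of 12 were higher with 5 not passing (3 adjusted over the list alone, camera adjusted p = 4.18e-08, and 0.311 with an estimated correlation). From 42 endothelial and 35 mesangial genes that control podocytes hardly expressed, the endothelial share of the transcripts was estimated at 10.9%, 6.18% and 3.15% in the 3-allele libraries and at 1.93%, 1.12% and 1.06% in the controls. The mesangial share was 27.2%, 7.97% and 4.47% against 6.33%, 0.854% and 0.872%. All of these genes had a higher mean in the mutant libraries, which their choice as low in control podocytes favors. The estimates were chosen after the data had been seen. They are ratios of values across the tables, so a separate normalization of the tables would shift them. On simulated mixtures of 10% endothelial and 25% mesangial transcripts they returned 11.7% and 27.0%, and on 2% and 5% they returned 3.50% and 7.59%. The mixtures were built on control podocyte means, which already hold such transcripts, with the same source profiles and genes as the estimate. They therefore neither show nor exclude an error of the estimate. Below, a subtracted fold is the fold after the profiles of these cells were removed from each podocyte library in proportion to its shares and the rest was rescaled. Values that fell below 0 were set to 0, and where that happened the log2 change is set by the added 0.1. Rescaling raised genes that the other cells hardly express by more in the 3-allele libraries, whose shares were larger on average. The endothelial and mesangial marker lists still passed as higher after the subtraction (camera adjusted p = 5.01e-08 and 0.0147). Passing after it therefore does not show that the transcripts of these cells were all removed. The subtraction did not cover parietal epithelial, tubule or macrophage cells. Parietal epithelial markers averaged 15.6, 9.15 and 3.33 NRPKM in the 3-allele podocyte libraries and 5.71, 2.28 and 2.56 in the controls. A rise left after the subtraction is therefore not shown to come from the podocytes. From the *Kdr* levels the paper proposes a low level of contamination, and its filter then removed genes with high endothelial expression.

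**Figure D2:**
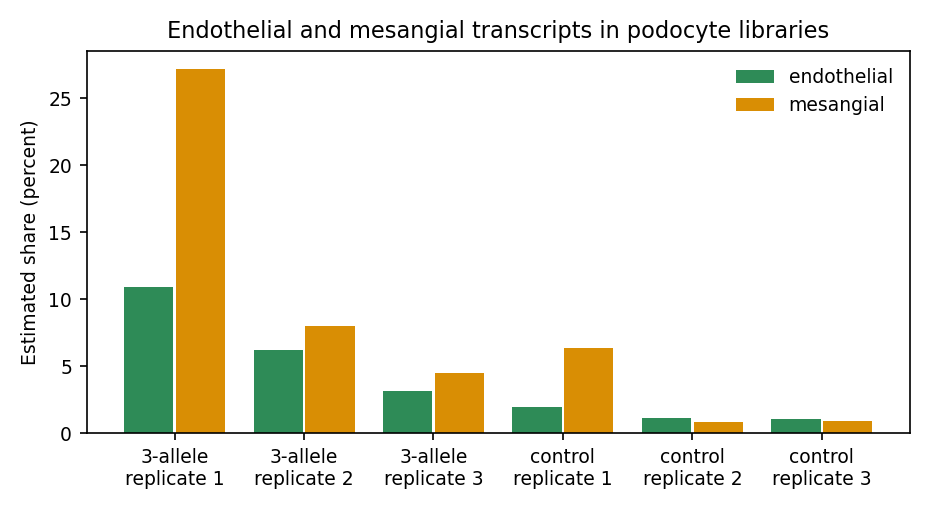
Estimated share of endothelial (green) and mesangial (orange) transcripts, in percent, in each of the 6 podocyte libraries. Each bar is an estimate for 1 library.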

The bioinformatics analysis pipeline was therefore modified for podocytes to take this into account, as described in Material and Methods.

### Podocytes

As previously mentioned, to define the gene expression pattern of mutant podocytes we made *Cd2ap*+/-, *Fyn*-/- mice that also carried the *MafB-GFP* transgene, which gives GFP expression specifically in podocytes in the developing kidney [26]. Glomeruli were purified, from mutants and controls, dissociated to give single cell suspensions, and podocytes isolated by FACS. RNA was purified and used for RNA-seq, and the resulting data analyzed with Strand NGS software.

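The podocyte libraries came from 3-allele mice of 9, 13 and 13 months and control mice of 7.5, 18 and 11 months. Their NRPKM values summed to 237840, 249120 and 256750 in the 3-allele libraries and to 234970, 247290 and 256950 in the controls. The paper states a target depth, and read counts of each library were not given. Transcripts of *Fyn*, the kinase gene disrupted in these mice, were at 25.8, 28.4 and 35.6 NRPKM in the 3-allele libraries and 44.3, 52.9 and 62.0 in the controls, 1.77-fold lower (adjusted p = 0.399). *Cd2ap*, which encodes an adaptor of the slit diaphragm, was at 214 ± 30.7 and 244 ± 39.5 NRPKM (SD, n = 3). Each 3-allele library carried Y-linked transcripts, and replicate 1 of them also held *Xist*, the transcript of the inactive X, at 123 NRPKM. The library name of that replicate appears to join more than 1 animal number, so a pool of mice cannot be excluded. Control replicates 1 and 2 had *Xist* at 411 and 562, and control replicate 3 was male-like at 1.16. Sex and genotype therefore largely fell together in the podocyte comparison, and their effects cannot be fully told apart. Of 4 Y-linked genes, 2 were higher before removal (camera adjusted p = 0.000836, and 0.354 with an estimated correlation), and 1 of 4 genes that escape X inactivation was lower (0 adjusted over the list alone, camera adjusted p = 0.019, and 0.327 with an estimated correlation; 0.159, 0.0625 and 0.132 without control replicate 1, control replicate 2 and 3-allele replicate 3). After the expression filter 8037 genes were compared. The endothelial filter held 172 genes and took 98 out of the called ones, 97 of them higher in the mutant. Replicate 1 of each group was taken as a batch because the names of these 2 deposited columns share a suffix. From this pair 17 genes were picked that were at 5 NRPKM or more in it and near 0 in the other 4 libraries. The comparison was also made within those 4.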

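The strongest rises in mutant podocytes, beside genes taken up further on, were in *Cpne4*, which encodes a calcium-dependent membrane-binding protein, *Ngf*, the nerve growth factor gene, and *Parm1*, which encodes a mucin-like membrane protein. *Cpne4* averaged 15.5 ± 12.9 NRPKM against 0.304 ± 0.208 in controls (SD, n = 3 each), 35.2-fold higher (adjusted p = 0.0834) and 22.6-fold without 3-allele replicate 1. *Ngf* was 23.8-fold higher, at 22.1 ± 15.1 against 2.77 ± 4.31 NRPKM (74.0-fold without control replicate 1 and 8.36-fold without control replicate 3), and *Parm1* 21.7-fold, at 12.6 ± 7.75 against 0.472 ± 0.288 NRPKM (adjusted p = 0.0775). The chemokine gene *Cxcl13*, a B-cell attractant, was 11.3-fold higher at 60.9 ± 38.3 against 9.98 ± 13.5 NRPKM, with 26.1-fold without control replicate 1 and 5.79-fold without control replicate 3. Subtraction of the other cells' transcripts left *Cxcl13* means of 17.0 NRPKM in 3-allele libraries and 1.19 in controls. It left 9.34 and 0 for *Cpne4*, 13.5 and 0.703 for *Ngf*, and 15.2 and 0.418 for *Parm1*. By the study's thresholds 270 genes were higher and 151 lower in the mutant, 174 and 31 of them by more than 2-fold. Within the 4 libraries of the larger batch the counts were 358 and 299. The lower count was 309 without control replicate 1 and 94 without control replicate 3. The number over 2-fold lower was 70 without 3-allele replicate 2, 73 without 3-allele replicate 3 and 68 without control replicate 1. limma placed no gene at an adjusted p under 0.05 (12 without control replicate 1 and 1 without control replicate 3). Outside the endothelial filter and the Y-linked genes 497 genes had an unadjusted p under 0.05, and 598 of the 8037 tested with the filter genes kept. The 3-allele and control libraries did not overlap at 1030 genes (12.8%), where chance gives 10% with 3 exchangeable libraries against 3 and less where replicates go in pairs, and 343 of the called genes were among them. With the estimated endothelial and mesangial transcripts subtracted, 168 genes were higher and 142 lower (91 and 325 when the rest was not rescaled, a form that was run first). Of the 270 higher genes, 128 no longer passed. With the replicates taken as pairs, 249 were lower and limma placed 127 at an adjusted p under 0.05, and 0 (556 at an unadjusted p under 0.05) with the subtraction as well. The pairs were inferred from these same values, and 1 of them is the batch pair.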

There were many significant gene expression changes in the *Cd2ap*+/-, *Fyn*-/- podocytes, compared to controls, with 90 genes up-regulated greater than 2 fold change (FC) and 29 genes down-regulated (> 2 FC) (S1 Table). A heatmap showing gene expression changes in bigenic mutant podocytes compared to controls is shown in Fig 4, with an expandable version including gene names provided (S1 Fig).

**Fig 4:**
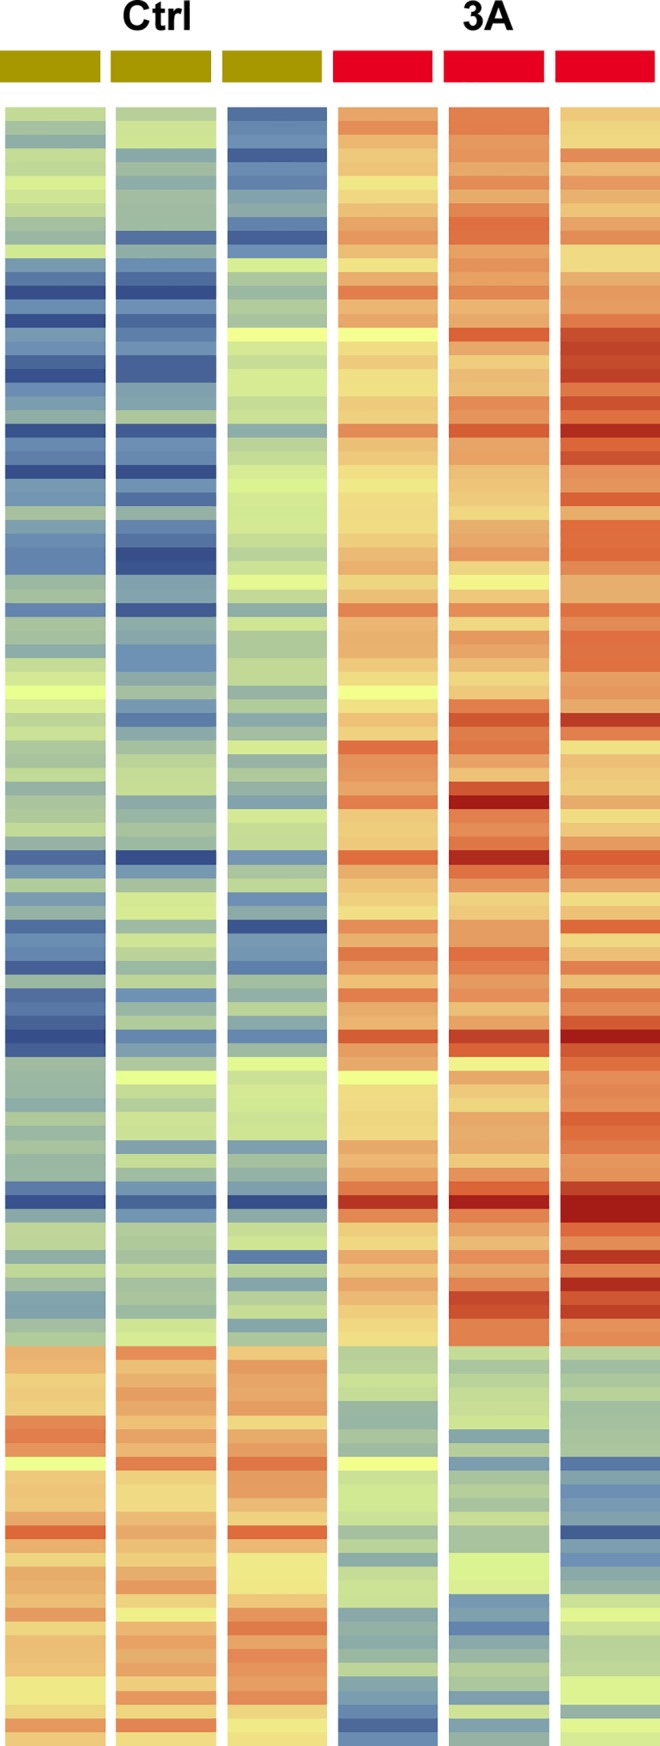
Heatmap showing gene expression changes in control (ctrl) versus *Cd2ap*+/-, *Fyn*-/- three allele mutant (3A) podocytes. There were three samples of each, with red indicating stronger expression and blue indicating weaker expression. Genes with greater than 2 fold change are shown. An expandable version including gene names is included in supplementary data (S1 Fig). Lists of genes with fold change are included in S1 Table.

Growth factor related genes with elevated expression in mutant podocytes included *Gdnf* (22 FC), *Tnc* (22 FC), *Bmp4* (5 FC), *Tgfβ1* (2.5 FC), *Tgfβ2* (3.5 FC), *Cxcl12* (1.7 FC), *Nrp2* (3.0 FC) *Rspo1* (3.0 FC), *Ctgf* (1.5 FC), and *Vegfb* (2.0 FC). This group of genes includes a very strong Tgfβ family signature, as detailed below.

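*Cxcl12*, a chemokine that podocytes send to endothelial cells, was at 58.3 ± 19.0 NRPKM against 33.2 ± 5.68 in controls (SD, n = 3 each), 1.70-fold higher (log2 0.77, standard error 0.31, adjusted p = 0.636) with overlapping libraries. *Nrp2*, a receptor for VEGF and semaphorin ligands, was 3.13-fold higher at 11.9 ± 3.12 against 3.98 ± 2.15 NRPKM (log2 1.65, standard error 0.39, adjusted p = 0.305). *Ctgf*, a matricellular growth factor and a target of Tgfβ, was 1.58-fold higher at 272 ± 27.7 against 172 ± 11.9 NRPKM (log2 0.66, standard error 0.19, adjusted p = 0.415). All 10 genes passed the thresholds as higher. Of 14 angiogenesis genes 9 were higher and 5 did not pass (7 adjusted over the list alone, camera adjusted p = 1.8e-08, and 0.215 with an estimated correlation), among them the receptor genes *Tek* (6.60-fold) and *Flt1* (4.56-fold), which belong to the 6 that the endothelial filter removed. With the other cells' transcripts subtracted the list gave an adjusted p of 0.00149. The endothelial marker list passed as well (camera adjusted p = 5.01e-08), so this does not show that endothelial transcripts were all removed. *Nrp2* and *Ctgf* no longer passed. *Nrp2* was left at 0, 5.02 and 5.58 NRPKM in the 3-allele libraries against 2.61, 1.50 and 2.06 (log2 -0.56, standard error 1.63, set by the library at 0), and *Ctgf* at a log2 of 0.32 (standard error 0.33). *Ctgf* also fell short of 1.5-fold within the larger batch (log2 0.54). *Cxcl12* did not pass when any library but 3-allele replicate 1 was left out (log2 0.64 and 0.59 without 3-allele replicates 2 and 3, and 0.62, 0.87 and 0.81 without control replicates 1, 2 and 3).

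**Figure D3:**
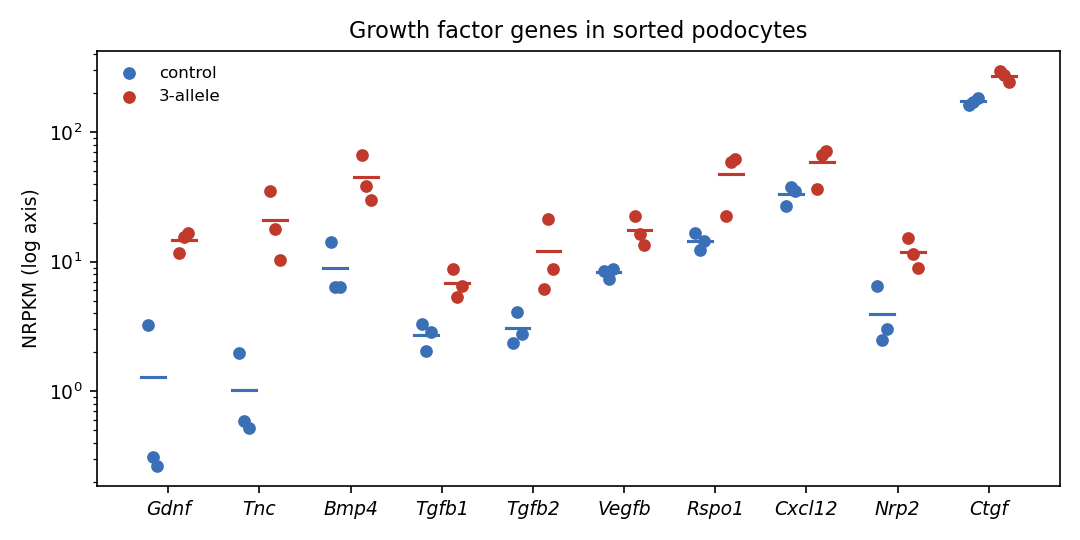
NRPKM (logarithmic axis) of 10 growth factor related genes in sorted podocytes. Points are libraries, blue for controls and red for 3-allele mice, and horizontal lines are group means.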

*Gdnf*, glial derived neurotrophic factor, showed 22 FC increased expression in podocytes of mutants. 

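*Gdnf* encodes a ligand of the Ret receptor tyrosine kinase that drives branching of the ureteric bud. It was at 11.8, 15.6 and 16.7 NRPKM in the 3-allele libraries and at 3.26, 0.313 and 0.266 in the controls, means of 14.7 ± 2.57 and 1.28 ± 1.71 (SD, n = 3). That is 18.3-fold (log2 4.20, standard error 0.81, adjusted p = 0.191), without overlap between the groups. Without control replicate 1 the ratio was 37.6. Mesangial and endothelial transcripts did not account for the level, and the subtracted fold was 22.4. *Gdnf* lies on chromosome 15 of mm9 from 7761011 to 7787575.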

During kidney development Gdnf is expressed by cap mesenchyme nephron progenitors as well as stromal cells [28], driving branching morphogenesis of the ureteric bud, which expresses the Gdnf receptor Ret. Gdnf is a member of the Tgfβ superfamily. Of particular interest, Gdnf has been shown to be a survival factor in injured podocytes, acting in an autocrine manner [29].

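Mutant podocytes held more transcript of 4 secreted ligands of the Tgfβ and VEGF families. *Tgfb1*, the ligand best known for driving matrix production, was 2.46-fold higher (6.90 ± 1.77 against 2.73 ± 0.644 NRPKM, SD, n = 3, log2 1.30, standard error 0.28, adjusted p = 0.249). *Tgfb2*, an isoform with similar targets, was 3.45-fold higher (12.1 ± 8.23 against 3.06 ± 0.901, log2 1.79, standard error 0.47, adjusted p = 0.380), and *Bmp4*, a morphogen of kidney development, 5.02-fold (44.8 ± 19.0 against 9.02 ± 4.58, log2 2.33, standard error 0.42, adjusted p = 0.169). *Vegfb*, a VEGF family member tied to lipid uptake by endothelium, was 2.06-fold higher (17.4 ± 4.59 against 8.26 ± 0.756, log2 1.04, standard error 0.24, adjusted p = 0.293). Among 6 ligand genes of the Tgfβ family 5 were higher and 1 did not pass (4 adjusted over the list alone, camera adjusted p = 7.78e-08, and 0.152 with an estimated correlation). Endothelial and mesangial transcripts rose in the same libraries. After their subtraction the list kept an adjusted p of 3.94e-06, but the endothelial and mesangial markers also still passed as higher (camera adjusted p = 5.01e-08 and 0.0147). *Tgfb2*, *Bmp4* and *Vegfb* then stood 3.75-fold, 6.00-fold and 2.33-fold higher, and *Tgfb1* no longer passed. It was left at 0, 1.83 and 4.86 NRPKM in the 3-allele libraries against 1.14, 1.56 and 2.39 in controls (log2 -0.80, standard error 1.45, set by the library at 0). *Tgfb1* lies on chromosome 7 of mm9 from 26472021 to 26490096, *Tgfb2* on chromosome 1 of mm9 from 188447065 to 188529871, *Bmp4* on chromosome 14 of mm9 from 47003195 to 47010344 and *Vegfb* on chromosome 19 of mm9 from 7056963 to 7062141. The paper's reasoning runs from these raised transcripts in sorted mutant podocytes, through published work placing Tgfβ as a mediator of fibrosis, to evidence that podocytes take part in driving it.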

The increased expression of *Tgfβ1*, *Tgfβ2*, *Vegfb* and *Bmp4*, additional members of the Tgfβ family, give evidence for a role for podocytes in driving fibrosis, since Tgfβ has been shown to be a major mediator of fibrosis [30, 31]. *Bmp4* has been shown to play a profibrotic role in the liver [32], and to drive expression of the fibrosis related gene *Acta2* in hepatocyte stellate cells [33]. Of note, we did also observe in the mutant podocytes strong upregulation (8.2 FC) of *Acta2*, a classic smooth muscle marker associated with myofibroblasts. 

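Smooth muscle actin, the product of *Acta2*, forms contractile filaments. *Acta2* was at 12.5 ± 4.54 NRPKM in the mutant and 1.97 ± 1.69 in controls (SD, n = 3 each), 7.68-fold (log2 2.94, standard error 0.66, adjusted p = 0.270), with 12.1-fold without control replicate 1 and 4.69-fold without control replicate 2. Of other contractile genes, *Tpm2*, a tropomyosin that winds along actin, rose 3.64-fold and *Csrp1*, a LIM protein of smooth muscle, 4.07-fold (92.4 ± 6.39 against 23.9 ± 10.2 NRPKM). In all 7 of 9 contractile genes were higher and 2 did not pass (7 adjusted over the list alone, camera adjusted p = 1.8e-08, and 0.152 with an estimated correlation). Mesangial cells also make these proteins, and mesangial transcripts rose in the same libraries. With them and the endothelial ones subtracted *Acta2* stood 11.3-fold higher and the list had an adjusted p of 1.31e-07. The mesangial marker list also still passed as higher (camera adjusted p = 0.0147), so mesangial transcripts may not all have been removed.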

During fibrosis many cell types can differentiate into myofibroblasts [34].

We also observed the upregulation of *Arid5b* (1.6 FC) in mutant podocytes. This gene encodes a component of a histone demethylase complex, resulting in target gene activation. 

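*Arid5b* encodes a DNA-binding protein that recruits a histone demethylase and takes part in mesenchymal differentiation. Mutant podocytes had 41.6 ± 7.15 NRPKM and controls 25.3 ± 2.32 (SD, n = 3 each), 1.63-fold higher (log2 0.70, standard error 0.21, adjusted p = 0.429). Left without 3-allele replicate 2 the gene did not pass (log2 0.57), nor did it with the other cells' transcripts subtracted (log2 0.53, standard error 0.32).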

Overexpression of *Arid5b* in fibroblasts can result in induction of smooth muscle genes, including smooth muscle actin, *Acta2* [35].

Also connected to the Tgfβ pathway, we observed upregulation of *Snai2* (5.8 FC), encoding the transcriptional repressor Snail. 

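*Snai2* was at 35.2, 11.2 and 8.09 NRPKM in the 3-allele libraries against 2.53 ± 0.639 (SD, n = 3) in controls, 5.77-fold higher (log2 2.53, standard error 0.54, adjusted p = 0.249) and 3.74-fold without 3-allele replicate 1. Its repressor product takes part in the loss of epithelial junctions. *Serpine1*, the gene of the plasminogen activator inhibitor and a direct Tgfβ target, rose 5.37-fold from 2.91 ± 0.845 to 16.1 ± 4.66 NRPKM (adjusted p = 0.0775). Of 16 Tgfβ target and feedback genes 8 were higher and 8 did not pass (7 adjusted over the list alone, camera adjusted p = 1.2e-07, and 0.152 with an estimated correlation), with 2 of the genes removed by the endothelial filter. After subtraction of mesangial and endothelial transcripts the list had an adjusted p of 2.58e-06 and *Serpine1* was 6.55-fold higher, while *Snai2* no longer passed (log2 1.18, standard error 1.75).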

Tgfβ has been shown to induce Snail expression [36]. Further, expression of Snail has been shown to activate Tgfβ signaling in breast cancer cells [37], providing a feed forward loop for this pathogenic pathway.

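Tenascin-C is a matrix glycoprotein made in wound healing and development. Its gene stood at 35.2, 17.7 and 10.4 NRPKM in the 3-allele podocyte libraries and at 1.98, 0.589 and 0.517 in the controls. Group means were 21.1 ± 12.8 and 1.03 ± 0.825 NRPKM (SD, n = 3), a log2 rise of 4.29 with a standard error of 0.60 (19.5-fold, adjusted p = 0.0966), and no library of 1 group reached into the other. After subtraction the 3-allele libraries were at 30.0, 15.0 and 8.25 NRPKM and the controls at 0, 0.0632 and 0, too low for a fold. *Tnc* lies on chromosome 4 of mm9 from 63620819 to 63681760. In mesangial cells *Tnc* was 2.17-fold higher, at 80.8 ± 8.84 against 41.2 ± 20.6 NRPKM, and did not pass without 3-allele replicate 1, 2 or 3 (log2 1.18, 1.15 and 1.03). The difference between the cell types, 3.17 in log2 (standard error 0.78), had an adjusted p of 0.318.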

Tenascin-C (*Tnc*) showed ~22 fold elevated expression in mutant podocytes. Tenascin-C is a multifunctional extracellular matrix protein that is upregulated during wound healing, with persistent expression observed in a variety of chronic pathological conditions [38]. Importantly, *Tnc* expression in fibroblasts drives a fibrotic response, once again including upregulation of *Acta2* expression [39]. Further, there is a dramatic attenuation of lung fibrosis in bleomycin treated mice carrying homozygous mutation of *Tnc* [39]. *Tnc* expression is upregulated by Tgfβ in fibroblasts through Alk5 mediated Smad2/3 signaling [39]. Tnc promotes secretion of Tgfβ, which in turn promotes expression of Tnc, resulting in yet another a feed forward loop [39].

*Tnc* transcripts undergo extensive alternative splicing, potentially giving rise to hundreds of different isoforms [40]. In addition, the Tnc protein undergoes many variable post translational modifications, further contributing to its observed considerable functional diversity. Tnc can bind multiple ligands including fibronectin, contactin, glypican, and integrins [40], and can also activate epidermal grown factor receptor [41] and the Toll like receptor TLR-4 [42]. Tnc is a poor adhesive substrate and blocks fibronectin mediated adhesion and is therefore anti-adhesive. The dramatic upregulation of *Tnc* in the mutant podocytes and its multiple functions including pro-fibrotic and anti-adhesive suggest a significant role in the disease process.

The observed upregulation of *Rspo1* (3 FC) is also of interest in relation to fibrosis/sclerosis. 

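R-spondin 1 is a secreted protein that amplifies Wnt signaling at the cell surface. *Rspo1* averaged 47.7 ± 21.9 NRPKM in mutant podocytes and 14.4 ± 2.12 in controls (SD, n = 3 each), a ratio of 3.01 (log2 1.59, standard error 0.41, adjusted p = 0.354) without overlap. Among 10 genes of Wnt ligands, modulators and targets 7 rose and 3 did not pass (6 adjusted over the list alone, camera adjusted p = 2.19e-06, and 0.19 with an estimated correlation). *Dkk2*, a secreted Wnt antagonist, was 6.54-fold higher (4.24-fold without 3-allele replicate 1 and 10.3-fold without control replicate 1), and *Ccnd1*, the cyclin D1 gene that Wnt induces, 4.58-fold (6.95-fold without control replicate 1). The endothelial filter removed 2 genes of the list. Subtracting mesangial and endothelial transcripts left *Rspo1* 3.66-fold higher and the list at an adjusted p of 9.62e-07, while *Ccnd1* no longer passed (log2 0.14, standard error 1.81, set by the library at 0). *Ccnd1* was left at 0, 4.86 and 8.26 NRPKM in the 3-allele libraries against 3.39, 0.492 and 1.40 in controls.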

R-spondins are extracellular Wnt agonists that promote Wnt signaling by reducing degradation of Frizzled and LRP co-receptors [43]. Further, canonical Wnt signaling has been shown to play a central role in multiple fibrosing diseases, including pulmonary, renal and liver fibrosis [44–46].

The mutant podocytes also showed strong evidence of elevated retinoic acid (RA) related pathways. 

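Retinaldehyde dehydrogenase 1, the product of *Aldh1a1*, oxidizes retinaldehyde. Its transcript was at 23.5 ± 24.3 NRPKM in mutant podocytes and 2.37 ± 0.755 in controls (SD, n = 3), 6.89-fold (log2 2.78, standard error 0.69, adjusted p = 0.332). Without 3-allele replicate 1 the rise was 10.4-fold and without 3-allele replicate 2 it was 3.90-fold. *Rara*, which encodes a retinoic acid receptor, rose 2.03-fold (10.6 ± 2.53 against 5.14 ± 0.819 NRPKM). Of 8 genes for retinoic acid synthesis, turnover and receptors 2 were higher and 6 did not pass (2 adjusted over the list alone, camera adjusted p = 0.0791, and 0.321 with an estimated correlation; 0.0328 without 3-allele replicate 2). Mesangial and endothelial transcripts rose in the same libraries, and after their subtraction *Aldh1a1* was 8.37-fold higher, *Rara* did not pass (log2 0.25, standard error 0.91) and the list had an adjusted p of 0.626.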

Expression of *Aldh1a1*, encoding an enzyme driving the final step of RA synthesis [47], the conversion of retinaldehyde to retinoic acid, was increased 7 fold in *Cd2ap*+/-, *Fyn*-/- mutants. RA can induce expression of *Ripply3* as well as *Tbx1* in the pre-placodal ectoderm [48]. Retinoic acid signaling can also induce *Tbx3* during limb development [49]. Of interest, we observed upregulation of both *Ripply3* (7 FC) and *Tbx3* (5.2 FC) in mutant podocytes, consistent with elevated RA signaling. 

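*Ripply3*, a corepressor that binds T-box factors, was read at 20.4, 6.46 and 4.74 NRPKM in the 3-allele libraries and 0.316, 1.35 and 1.22 in controls, means of 10.5 ± 8.56 and 0.961 ± 0.562 (SD, n = 3). It reached 5 NRPKM in only 2 libraries and so was not tested by the study's filter. *Tbx3*, a T-box repressor of limb and heart development, was 5.12-fold higher at 12.4 ± 4.91 against 2.58 ± 1.77 NRPKM (log2 2.36, standard error 0.50, adjusted p = 0.249). It did not pass once the other cells' transcripts were subtracted, which left 0, 1.51 and 3.36 NRPKM in the 3-allele libraries and 0, 0 and 0.519 in controls.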

Ripply3 is a transcriptional repressor that can interact with the transcription factor Tbx1, converting it from an activator to a repressor [48].

Several lines of evidence suggest that the observed elevated RA synthesis in the *Cd2ap*+/-, *Fyn*-/- mutant podocytes represents a protective response [50]. It has been shown in the rat model of membrane nephropathy that RA can help restore podocyte number, with an increase in the number of parietal epithelial cells expressing podocyte markers, suggesting their transitional recruitment to the visceral epithelial podocyte population [51]. Conversely, vitamin A deficiency, which results in reduced RA levels, delays podocyte recovery in a puromycin treatment model of podocytopathy [52]. In the adriamycin murine model of FSGS reducing RA synthesis resulted in increased proteinuria and glomerulosclerosis, while treatment with RA reduced proteinuria and reduced podocyte loss [53]. RA has also been shown to have an anti-inflammatory effect on podocytes [54]. In addition, RA has been shown to reduce apoptosis in cultured podocyte model systems [55]. Despite these promising results, the RA treatment of glomerular disease has been hindered by its toxicity, with multiple side effects including liver toxicity, hyperlipidemia, myalgia, and athralgias [56]. Efforts are underway to develop RA based therapeutics with reduced toxicity [50].

Another highly upregulated gene in the mutant podocytes was *Spon2* (135 FC), which encodes an extracellular matrix protein that is critical for inflammatory cell recruitment [57], efficient dendritic cell priming of T-lymphocytes [58] and trafficking of eosinophils [59], suggesting an important role in driving the immune response. 

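*Spon2* was near 0 in every control library (0, 0.123 and 0.0926 NRPKM) and at 34.4, 8.49 and 5.87 NRPKM in the 3-allele libraries, means of 0.0718 ± 0.0640 and 16.3 ± 15.8 (SD, n = 3). The fold was 74.5 with 0.1 added to each value (log2 6.22, standard error 0.67, adjusted p = 0.0661), and 44.1 without 3-allele replicate 1. With controls this close to 0 the added constant sets much of the ratio. *Spon2* lies on chromosome 5 of mm9 from 33556167 to 33560887. Of secreted matrix genes, *Mgp*, which encodes a calcification inhibitor of the matrix, was 6.10-fold higher and *Ecm1*, a secreted glycoprotein gene of basement membranes, 5.08-fold (3.31-fold without 3-allele replicate 1). Of 13 genes of collagens and other matrix proteins 6 were higher, 1 lower and 6 did not pass (6 higher adjusted over the list alone, camera adjusted p = 2.64e-06, and 0.217 with an estimated correlation). The subtraction of mesangial and endothelial transcripts, which rose beside them, left *Spon2* at 54.3, 9.61 and 6.21 NRPKM in the 3-allele libraries, at most 0.0984 in the controls, and the list at an adjusted p of 1.86e-08. *Mgp* no longer passed (log2 3.78, standard error 1.55). Macrophage markers, the immune cell genes nearest to the claim, had 1 of 5 genes higher (*Cd53*, a leukocyte tetraspanin, 10.9-fold from 0.866 ± 0.177 to 10.7 ± 3.65 NRPKM) and 4 that did not pass (1 adjusted over the list alone, camera adjusted p = 0.000264, and 0.273 with an estimated correlation; 0.0424 after subtraction). *Cd53* itself did not pass after subtraction, which accounted for 86.7% of its excess and left 0, 1.19 and 2.73 NRPKM in the 3-allele libraries and 0 in each control.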

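The Na,K-ATPase moves sodium out of and potassium into the cell. *Fxyd5*, a small membrane protein gene that tunes the pump and cell adhesion, was 8.67-fold higher in mutant podocytes (7.43 ± 0.795 against 0.847 ± 0.466 NRPKM, SD, n = 3, log2 3.12, standard error 0.39, adjusted p = 0.0775). *Atp1b1*, whose product carries the pump to the membrane, was 8.94-fold higher (15.4 ± 14.0 against 1.26 ± 0.238, log2 3.16, standard error 0.57, adjusted p = 0.160), and 5.52-fold without 3-allele replicate 1. *Fxyd6*, a related regulator, was 6.64-fold lower (1.59 ± 1.50 against 7.38 ± 2.66), with 3.15-fold and 11.5-fold without 3-allele replicates 2 and 3, and did not pass without control replicate 3 (log2 -2.47). Of 7 pump subunits and regulators 3 were higher, 1 lower and 3 did not pass (3 and 1 adjusted over the list alone, camera adjusted p = 0.0598, and 0.578 with an estimated correlation). The list passed as higher without 3-allele replicate 2 (adjusted p = 0.0302) and without control replicate 1 (0.0136). After subtraction of mesangial and endothelial transcripts, which rose in the same libraries, *Atp1b1* was 12.1-fold higher, *Fxyd5* no longer passed (0, 1.53 and 4.77 NRPKM in the 3-allele libraries and at most 0.00944 in controls), nor did *Fxyd6* (log2 -2.61, standard error 1.09), and the list had an adjusted p of 0.0782. The subtraction did not cover tubule cells, whose genes were higher in the same libraries. Distal nephron markers averaged 3.68, 0.749 and 0.353 NRPKM in the 3-allele libraries and 0.122, 0.0770 and 0.0804 in controls, proximal tubule markers 3.80, 1.15 and 1.01 against 0.237, 0.433 and 0.784, and the subtracted *Atp1b1* values, 47.7, 8.01 and 7.17 NRPKM, fell in the same order.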

*Fxyd5* (9.6 FC), encoding the gamma subunit of the Na,K-ATPase, as well as *Atp1b1* (9.4 FC), encoding the beta chain of Na,K-ATPase were also increased in expression in mutant podocytes. *Sost*, encoding sclerostin, was also strongly upregulated (10 FC) in mutant podocytes. It is a BMP antagonist, perhaps counteracting in some measure the observed upregulation of Bmp4.

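Sclerostin binds the Lrp5 and Lrp6 receptors and blocks Wnt signals. *Sost* was at 9.10 ± 2.22 NRPKM in the mutant and 1.10 ± 0.950 in control podocytes (SD, n = 3 each), 9.28-fold higher (log2 3.21, standard error 0.54, adjusted p = 0.142), and 14.2-fold without control replicate 2. After subtraction it still passed, at 6.79, 3.91 and 6.78 NRPKM in the 3-allele libraries and 0, 1.49 and 0.0414 in controls.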

GO analysis of the list of genes upregulated in the mutant podocytes identified elevated protein kinase activity and increased expression of growth factors as the most significant molecular functions. 

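Kinase genes of the reported term that rose include *Mlkl*, a pseudokinase of necroptosis, *Axl*, a receptor tyrosine kinase, and *Prkcd*, a protein kinase C. Of its 17 genes 16 passed as higher, 8 after subtraction of the other cells' transcripts (*Mlkl* and *Axl* no longer among them), with a median log2 change of 0.76. *Mlkl* also did not pass without 3-allele replicate 2, without control replicate 2, with the variance trend or within the larger batch (log2 0.93, 0.91, 0.99 and 0.70). All 8 genes of the growth factor term passed, among them *Endou* (2.97-fold, adjusted p = 0.399), which encodes an endoribonuclease, beside the ligands given above. Of these 8, 6 passed after subtraction, and their median was 1.44. The terms were found in the list of genes that had passed in these same libraries, so their passing again carries no new evidence. Endothelial and mesangial transcripts rose with them.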

The most strongly impacted biological process was negative regulation of cell adhesion (P = 4.26E-9), likely related to FSGS loss of podocytes. Other upregulated biological processes were cell motility (P = 7.8E-9) and programmed cell death (P = 3.5E-8). 

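The motility term held genes of adhesion and movement such as *Iqgap1*, a scaffold of the actin cytoskeleton, and *Gpr56*, an adhesion receptor gene. Of its 32 genes 31 were higher here, 24 of them after subtraction of endothelial and mesangial transcripts, with a median log2 change of 1.41. Of the 37 genes of the cell death term 35 were higher, 24 after subtraction, with a median of 1.21. All 14 genes for negative regulation of cell adhesion were higher, 11 after subtraction, at a median of 2.06. *Tgfb1*, *Tgfb2*, *Bmp4*, *Cxcl12* and *Vegfb* belong to the motility and the cell death terms alike, and the terms were drawn from the genes that passed.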

The observed apoptosis gene expression signature in the mutant podocytes, with for example elevated expression of *Casp4* (5.8 FC), is also consistent with the well-documented podocyte depletion in FSGS [60, 61]. 

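*Casp4* encodes an inflammatory caspase that senses intracellular lipopolysaccharide. It was at 17.9 ± 10.5 NRPKM in the mutant and 3.00 ± 2.09 in controls (SD, n = 3 each), 5.71-fold higher (log2 2.51, standard error 0.67, adjusted p = 0.380) and 8.91-fold without 3-allele replicate 3. *Tnfrsf10b*, a death receptor gene, rose 1.61-fold from 6.52 ± 0.352 to 10.6 ± 1.58 NRPKM, and 3-allele replicate 3 carried it over the 1.5-fold threshold (log2 0.57 without that library). Of 16 genes of the cell death machinery 3 were higher and 13 did not pass, and 11 had a log2 change above 0, with a median of 0.27 (0 adjusted over the list alone, camera adjusted p = 0.00448, and 0.306 with an estimated correlation), and the endothelial filter removed 2 of the genes. With the mesangial and endothelial transcripts that rose in these libraries subtracted, the list had an adjusted p of 0.382 and *Casp4* stood 8.01-fold higher. The subtraction accounted for 44.3% of the *Casp4* excess. The mutant mean fell to 9.19 NRPKM and the control mean to 0.863, so the larger fold is no sign of a stronger rise.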

Fig 5 shows a cytoscape with multiple identified functionalities and associated genes. Complete lists of molecular functions and biological processes found in the GO analysis are listed in S1 Table.

**Fig 5:**
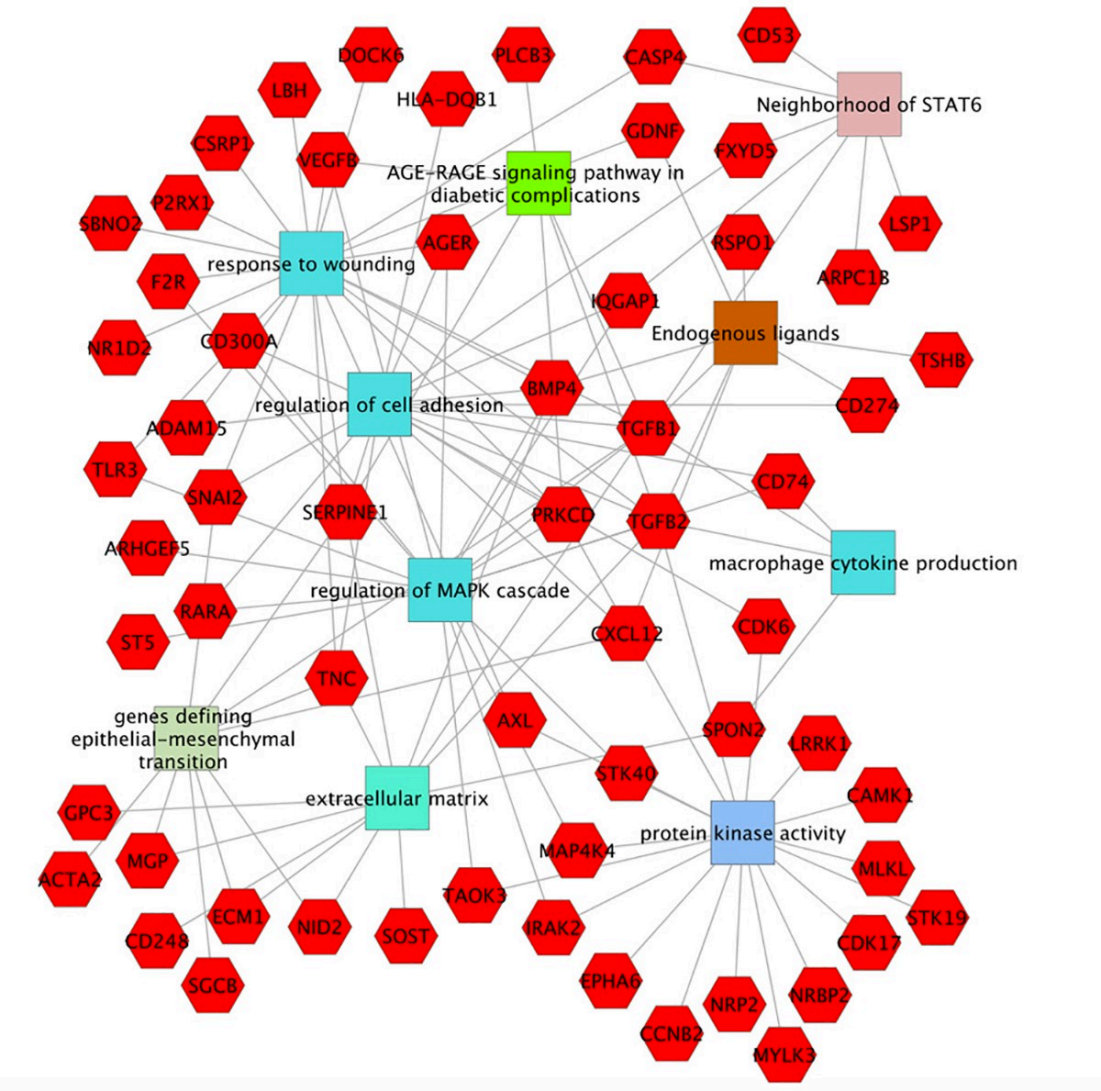
Cytoscape showing some of the genes upregulated in *Cd2ap*+/-, *Fyn*-/- mutant podocytes and their associated functionalities. Red hexagons represent upregulated genes in mutant podocytes. Molecular functions (Protein kinase activity), Biological processes (response to wounding, regulation of cell adhesion, regulation of MAPK cascade, macrophage cytokine production), Cellular components (extracellular matrix), Pathways (AGE-RAGE signaling pathway in diabetic complications), Computational (neighborhood of STAT6) and Co-expression (genes defining epithelial-mesenchymal transition), as determined using ToppGene (Toppgene.cchmc.org).

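Beside *Fxyd6*, large falls in mutant podocytes were in *Per2*, a repressor gene of the circadian clock, *Car12*, a carbonic anhydrase gene, and *Antxr2*, the gene of a receptor for basement membrane proteins. *Per2* was 6.50-fold lower (4.58 ± 2.92 against 25.5 ± 8.67 NRPKM, SD, n = 3, adjusted p = 0.308) and 3.85-fold lower without 3-allele replicate 1, and did not pass once the other cells' transcripts were subtracted, which left 0, 6.42 and 6.05 NRPKM in the 3-allele libraries and 28.8, 16.3 and 33.7 in controls. *Car12* was 4.81-fold lower, with 3.13-fold and 8.07-fold without control replicates 1 and 3 and no call within the larger batch (log2 -1.61), and *Antxr2* 4.07-fold, with 2.66-fold without 3-allele replicate 3. *Slc9a9*, which encodes an endosomal sodium-proton exchanger, and *Mgat5b*, a glycosyltransferase gene, were 3.30-fold and 3.25-fold lower (adjusted p = 0.318 and 0.142). Of all called genes 64.1% were higher in the mutant, and 55.8% after quantile normalization. The share was 49.4% without control replicate 1, 54.2% after subtraction, 43.8% after subtraction with the replicates as pairs, 21.9% after subtraction without rescaling and 41.9% with a broader removal of endothelial and mesangial genes. Clock genes did not pass as a set: of 14, 2 were higher, 3 lower and 9 did not pass (1 and 1 adjusted over the list alone, camera adjusted p = 0.363, and 0.765 with an estimated correlation).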

There were fewer genes showing strong downregulation compared to upregulation for the mutant podocytes (90 genes upregulated > 2FC versus 29 downregulated > 2FC). Among downregulated genes were *Robo2* (1.5 FC) and *Dpysl2* (1.6 FC), both involved in axon guidance, and *Ncam1* (3.2 FC), encoding neural cell adhesion molecule, all perhaps reflecting altered neural character of the mutant podocytes. 

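*Robo2*, a Slit receptor that restrains nephrin signaling, was at 71.8 ± 9.83 NRPKM in the mutant and 106 ± 6.09 in controls (SD, n = 3 each), 1.48-fold lower (log2 -0.57, standard error 0.20, adjusted p = 0.532) and so short of the 1.5-fold threshold. *Dpysl2*, whose product binds tubulin in growth cones, was 1.57-fold lower (77.7 ± 22.8 against 119 ± 9.29 NRPKM, log2 -0.65, standard error 0.25, adjusted p = 0.604). *Ncam1*, a homophilic adhesion molecule gene, was 3.16-fold lower (8.23 ± 4.20 against 24.9 ± 6.35 NRPKM, log2 -1.66, standard error 0.38, adjusted p = 0.282). Other genes of axon guidance rose, such as the ephrin receptor gene *Epha6* (5.47-fold) and the semaphorin receptor gene *Plxnd1* (3.49-fold). Of 19 tested genes of axon guidance and neural adhesion 4 were higher, 2 lower and 13 did not pass (3 and 1 adjusted over the list alone, camera adjusted p = 0.277, and 0.75 with an estimated correlation), with 2 removed by the endothelial filter. The list passed as higher without control replicate 1 (adjusted p = 0.00286). *Dpysl2* did not pass without 3-allele replicates 1 or 2 or control replicates 2 or 3 (log2 -0.53, -0.54, -0.66 and -0.59), nor within the larger batch (log2 -0.58).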

Reduced expression of NCAM1 could contribute to FSGS associated podocyte loss.

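Podocytes are known by the transcription factor gene *Wt1* and by the genes of nephrin and podocalyxin, which form the slit diaphragm and the charged coat of the foot processes. In mutant podocytes *Wt1* was at 197 ± 29.0 NRPKM against 223 ± 5.34 in controls (SD, n = 3, log2 -0.19, standard error 0.19, adjusted p = 0.966), *Nphs1* at 371 ± 51.7 against 393 ± 54.7 (log2 -0.08, standard error 0.21, adjusted p = 0.994) and *Podxl* at 1239 ± 128 against 1352 ± 219.6 (log2 -0.12, standard error 0.21, adjusted p = 0.985). None of 26 podocyte markers passed in either direction (0 adjusted over the list alone), and 3 had a log2 change above 0, with a median of -0.10. The list as a whole did not pass (camera adjusted p = 0.0598, and 0.751 with an estimated correlation). It passed as lower without 3-allele replicate 3 (adjusted p = 0.005), control replicate 2 (0.041) or control replicate 3 (0.000517). Endothelial and mesangial transcripts made up more of the mutant podocyte libraries, which lowers the share left for podocyte transcripts. After those were subtracted and the rest rescaled the list was higher in the mutant (adjusted p = 0.0247). Rescaling alone raises genes low in the other cells, and by more in the mutant libraries, whose shares were larger on average. No rise in podocytes can therefore be read from this. Among 31 genes mutated in human FSGS or nephrotic syndrome 1 was higher and 30 did not pass (0 adjusted over the list alone, camera adjusted p = 0.839, and 0.955 with an estimated correlation; 0.0224, as higher, after subtraction).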

Perhaps surprising, we did not observe the downregulation of accepted podocyte differentiation markers, such as *Wt1*, *Nphs1*, *Nphs2*, and *Podx1*, which has been previously reported [62, 63]. In some earlier studies the reduced expression of these markers could have been the result of reduced podocyte numbers. Our results confirm other studies which examined isolated podocytes in murine FSGS models and failed to detect reduced expression of these podocyte differentiation genes [24, 64]. These combined observations call into question the conclusion that podocyte dedifferentiation is associated with FSGS.

GO analysis of the list of down regulated genes gave the strongest Biological Processes signature for reduced protein ubiquitination (uncorrected P = 3.4E-5), with seventeen associated genes. Also of interest, four genes of the mediator complex were down regulated (*Med10*, *Med11*, *Med28*, *Med31*). 

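Mediator bridges transcription factors and RNA polymerase II. *Med10*, of its middle module, was 1.93-fold lower (11.2 ± 3.21 against 21.3 ± 2.84 NRPKM, SD, n = 3, log2 -0.95, standard error 0.26, adjusted p = 0.399), *Med11* 2.25-fold (3.20 ± 1.92 against 6.57 ± 0.917, log2 -1.17, adjusted p = 0.552), *Med28* 1.78-fold (4.44 ± 0.985 against 7.92 ± 1.20, log2 -0.83, adjusted p = 0.417) and *Med31* 1.55-fold (14.1 ± 2.75 against 21.7 ± 0.331, log2 -0.64, adjusted p = 0.513). These were the only Mediator genes that passed. The other 25 of 29 did not (0 adjusted over the list alone, camera adjusted p = 0.152, and 0.739 with an estimated correlation). *Med11* did not pass without 3-allele replicate 1 or 3 or control replicate 2 or 3 (log2 -0.77, -1.12, -1.12 and -1.10), and *Med31* without 3-allele replicate 1 or control replicate 2 or 3 (log2 -0.49, -0.65 and -0.64) or within the larger batch (log2 -0.48). With the other cells' transcripts subtracted *Med11* and *Med28* did not pass (log2 -2.58 and -2.65, standard errors 1.49 and 1.54), with 3-allele replicate 1 at 0 for each.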

The mediator complex is absolutely required for pol II transcription, but in addition to its role as a general transcription factor it functions as a coactivator and corepressor in the regulation of transcription [65]. Little else emerged with statistical significance in the GO analysis, perhaps due to the relatively small number of podocyte genes with downregulated expression.

The *Actn4*-/- genetic murine model of FSGS was previously transcriptionally profiled using the Translating Ribosome Affinity Purification (TRAP) method, with cell type specific expression of transgenic Collagen-1α1-eGFP-L10a allowing affinity enrichment of podocyte expressed RNAs [64]. Of interest, the podocytes of *Actn4*-/- mice also showed elevated expression of *aldehyde dehydrogenase*, similar to the *Cd2ap*+/-, *Fyn*-/- mutant podocytes in this report. Further, the podocytes of *Actn4-/-* mice showed increased expression of *Pamr1*, which also gave elevated expression in the *Cd2ap*+/-, *Fyn*-/- mutant podocytes (3.6 FC, S1 Table). 

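*Pamr1* encodes a secreted protease-like protein first tied to muscle regeneration. It was at 9.28 ± 2.77 NRPKM in mutant and 2.47 ± 0.495 in control podocytes (SD, n = 3 each), 3.59-fold (log2 1.85, standard error 0.28, adjusted p = 0.100), and 4.36-fold after subtraction of mesangial and endothelial transcripts.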

The *Pamr1* gene has been associated with muscle regeneration [66], which is of interest given the contractile nature of the podocyte [67], perhaps playing a role in counteracting the perfusion pressure of the capillaries. Nevertheless, the gene expression signature of the podocyte shows only a weak muscle signature [26]. The complete list of commonly upregulated podocyte genes in the *Actn4*-/- and *Cd2ap*+/-, *Fyn*-/- mice includes *Aldh1a1*, *Atp1b1*, *Axl*, *Casp4*, *Ccnb2*, *Cdk6*, *Cldn1*, *Csrp1*, *Ctgf*, *Fam26e*, *Filip1*, *Lbh*, *Nkd1*, *Pamr1*, *Peg3*, *S100a6*, *Tgfb1*, and *Tgfb2*. 

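Beside the genes already given, *Cldn1*, a tight junction gene of parietal epithelium, rose 2.59-fold (26.8 ± 11.7 against 9.69 ± 0.836 NRPKM, SD, n = 3, adjusted p = 0.298), *Nkd1*, a feedback inhibitor of Wnt, 2.82-fold (6.99 ± 1.75 against 2.66 ± 1.57, adjusted p = 0.427), *Peg3*, an imprinted zinc finger gene, 2.31-fold (38.8 ± 18.1 against 15.8 ± 3.20, adjusted p = 0.423), and *S100a6*, a calcium-binding protein gene of activated cells, 9.08-fold (16.8 ± 4.20 against 2.14 ± 1.78, adjusted p = 0.142; 13.9-fold without control replicate 3). All 18 genes passed as higher, without overlap between the groups, at folds from 1.57 to 9.08. The subtraction of other cells' transcripts did not cover parietal epithelial cells. With endothelial and mesangial transcripts subtracted 13 of the 18 genes passed, and *Axl*, *Ctgf*, *Lbh*, *S100a6* and *Tgfb1* did not. *Axl* was then 1.46-fold higher, short of the fold threshold, *Lbh* 1.70-fold (log2 0.77, standard error 0.32), and *S100a6* was at 0, 16.5 and 11.0 NRPKM in the 3-allele libraries against 0, 0.134 and 3.08. *Axl* fell short of 1.5-fold without control replicate 3 (log2 0.57), *Ccnb2* did not pass without 3-allele replicate 3, with an added constant of 1, with quantile normalization or with the variance trend (log2 0.56, 0.57, 0.51 and 0.67), *Filip1* without 3-allele replicate 2 or control replicate 2 (log2 0.70 and 0.74) and *Cdk6* without 3-allele replicate 3 or control replicates 1, 2 or 3 (log2 0.48, 0.64, 0.77 and 0.75).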

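In mutant podocytes *Ggt5*, which encodes an enzyme that cleaves leukotriene C4, was 1.96-fold lower (20.4 ± 3.16 against 39.7 ± 3.02 NRPKM, SD, n = 3, adjusted p = 0.241) and *Itpr3*, the gene of a calcium channel of the endoplasmic reticulum, 1.84-fold (16.6 ± 3.75 against 30.2 ± 1.93, adjusted p = 0.340). *Spnb1*, a spectrin gene of the membrane skeleton, was 1.86-fold lower (4.23 ± 1.31 against 7.81 ± 1.41), and *Fbxo3*, a ubiquitin ligase subunit gene, 1.51-fold. Together with *Abca5*, *Aifm3*, *Glcci1* and *Ncam1* these make 8 genes, all of which passed as lower without overlap, at folds from 1.51 to 3.16, and 6 of which passed after subtraction of the other cells' transcripts (*Abca5* 1.45-fold and *Glcci1* 1.27-fold lower did not). *Fbxo3* did not pass without 3-allele replicates 1 or 3 or control replicates 2 or 3 (log2 -0.48, -0.62, -0.47 and -0.60), nor without a filter on low values, nor with an added constant of 1, median-of-ratios scaling, quantile normalization or age (1.48-fold lower in each of these 4). *Glcci1* did not pass without 3-allele replicates 1 or 2 or control replicates 2 or 3 (log2 -0.43, -0.64, -0.47 and -0.61), without a filter on low values, with an added constant of 0.01, with age or within the larger batch. *Abca5* did not pass without control replicate 2 (log2 -0.69), *Aifm3* without control replicate 2 or 3 (log2 -1.08 and -0.92), and *Spnb1* without 3-allele replicate 2 or within the larger batch (log2 -0.81 and -0.66).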

The commonly down regulated podocyte genes in these two studies included *Abca5*, *Aifm3*, *Fbxo3*, *Ggt5*, *Glcci1*, *Itpr3*, *Ncam1*, and *Spnb1*.

## Mesangial cells

Mesangial expansion is a hallmark of FSGS, with increased extracellular matrix and mesangial cell proliferation. 

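For the mesangial comparison the 3-allele mice were 5, 15 and 12 months old and the controls 5, 14 and 11. NRPKM values summed to 285740, 246830 and 229880 in the 3-allele libraries and to 258450, 253150 and 237510 in the controls, and 8295 genes passed the expression filter. *Fyn* was at 3.21, 7.43 and 7.29 NRPKM in the 3-allele libraries and 8.42, 7.48 and 7.06 in the controls, which were *Fyn*+/-, and *Cd2ap* at 98.0 ± 26.8 and 105 ± 11.6 (SD, n = 3). As the *Fyn* levels of the groups overlapped, they give no check on the genotype labels. The groups differed in sex. *Xist* was at 2.36, 0.974 and 0.277 NRPKM in the 3-allele libraries and 94.7, 285 and 269 in the controls, and all 3 tested Y-linked genes were higher in the mutant (3 adjusted over the list alone, camera adjusted p = 7.93e-34, and 0.0693 with an estimated correlation). Of 4 X-linked genes that escape inactivation 3 were lower (3 adjusted over the list alone, camera adjusted p = 1.13e-06, and 0.152 with an estimated correlation). Genotype and sex therefore fell together in all 6 libraries of this cell type. Replicate 3 of each group differed from the other 4 libraries as a batch.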

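Mutant mesangial cells had more transcript of *Pcdh7*, a protocadherin gene, of *Cpne7*, a gene of a calcium-dependent membrane-binding protein, and of *Wisp1*, a Wnt-induced matricellular gene. *Cpne7* was 3.91-fold higher (17.4 ± 8.08 against 4.15 ± 0.816 NRPKM, SD, n = 3, adjusted p = 0.735) and *Wisp1* 2.34-fold (13.4 ± 4.09 against 5.57 ± 1.17, adjusted p = 1.00). *Pcdh7* had the highest fold among called genes whose libraries did not overlap, 6.31, with 4.07 and 11.1 without 3-allele replicate 3 and control replicate 3, and no call without control replicates 1 or 2 (log2 2.38 and 2.13). By the study's thresholds 62 genes were higher and 80 lower, so 43.7% of the called genes were higher. These 142 are a smaller share of the 8295 tested genes than the 3.69% of unchanged genes called in simulated data. The simulated noise was independent between libraries, without replicate pairs or a batch, so 3.69% is not the chance rate of these libraries. The count alone neither shows nor excludes an effect of genotype. With median-of-ratios scaling the counts were 82 and 59 (58.2% higher), and with quantile normalization 85 and 57 (59.9%). Without 3-allele replicate 1, 159 were higher and 561 lower, without 3-allele replicate 2 it was 39 and 46, and without control replicate 1 the lower count was 50. Within the larger batch 40 were higher and 39 lower, and with the replicates as pairs 124 and 254. Without the pair of 5-month-old mice the counts were 146 and 401. limma gave 3 Y-linked genes an adjusted p under 0.05 and, outside the Y-linked genes, *Xist* alone. Outside them 166 genes had an unadjusted p under 0.05. That is a smaller share of the 8295 tested genes than the 0.05 that chance gives with exchangeable libraries. The replicates were taken as pairs in these cells, so the libraries were not treated as exchangeable. With the pairs as a block 677 genes had an unadjusted p under 0.05 in limma, a larger share than 0.05. The adjusted count outside the Y-linked genes was 2 without 3-allele replicate 1 and 0 without 3-allele replicate 2, control replicate 1 or control replicate 2. The groups did not overlap at 540 of 8295 genes (6.51%, where chance gives 10% with exchangeable libraries and less where replicates go in pairs). Of 6 Wnt pathway genes 2 were higher, *Frzb* and *Wisp1*, and 4 did not pass (2 adjusted over the list alone, camera adjusted p = 1.19e-08, and 0.152 with an estimated correlation).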

The *Cd2ap*+/-, *Fyn*-/- mutant mesangial cells showed upregulation of 55 genes (>1.5 FC) compared to control (S2 Table). 

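Retinaldehyde dehydrogenase 2 makes retinoic acid in developing mesenchyme. Its gene, *Aldh1a2*, was at 71.3, 142 and 146 NRPKM in the 3-allele mesangial libraries and at 12.8, 42.6 and 40.3 in the controls. The means were 119.9 ± 42.2 and 31.9 ± 16.6 NRPKM (SD, n = 3), 4.06-fold (log2 2.02, standard error 0.53, adjusted p = 1.00). *Aldh1a2* lies on chromosome 9 of mm9 from 71063596 to 71144050.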

One of the upregulated genes (4.3 FC) with strong expression, over 100 RPKM in mutants, was *Aldh1a2*, involved in the synthesis of retinoic acid, similar to *Aldh1a1*, which was upregulated in podocytes.

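Thrombospondin 1 is a matrix glycoprotein that binds latent Tgfβ. Its gene, *Thbs1*, averaged 83.3 ± 13.0 NRPKM in mutant mesangial cells and 26.6 ± 18.3 in controls (SD, n = 3 each), 3.59-fold (log2 1.84, standard error 0.46, adjusted p = 1.00), without overlap. *Thbs1* lies on chromosome 2 of mm9 from 117937612 to 117952869. Genes that Tgfβ induces did not pass as a set in these cells. Of 18 Tgfβ targets 2 were higher, 1 was lower and 15 did not pass (1 and 1 adjusted over the list alone, camera adjusted p = 0.0616, and 0.568 with an estimated correlation), and the list passed without 3-allele replicate 3 (adjusted p = 0.0029), control replicate 1 (0.0106) or control replicate 2 (0.013). Of 7 Tgfβ family ligands 1 was lower and 6 did not pass (0 adjusted over the list alone, camera adjusted p = 0.545, and 0.739 with an estimated correlation).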

Thrombospondin (*Thbs1*, 3.8 FC) was strongly upregulated in mutant mesangial cells. Thbs plays an important role in the activation of Tgfβ, which is secreted in inactive pro-cytokine form. The inflammatory phenotype of *Thbs1* mutants closely resembles that of *Tgfβ* mutants [68]. Given the key role of Tgfβ in fibrosis the elevated *Thbs1* expression in mutant mesangial cells is likely pro-fibrotic.

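*Ccdc68*, *Frzb*, *Tnnt2*, *Col8a1* and *F2r* encode in turn a centriole protein, a secreted Wnt antagonist, cardiac troponin T, a short-chain collagen and the thrombin receptor. In mutant mesangial cells *Ccdc68* was 3.66-fold higher (19.5 ± 0.945 against 5.53 ± 2.15 NRPKM, SD, n = 3, adjusted p = 0.602), *Frzb* 3.82-fold (19.0 ± 5.15 against 4.85 ± 0.857, adjusted p = 0.330) and *Tnnt2* 3.83-fold (17.7 ± 5.81 against 5.24 ± 3.84, adjusted p = 1.00). *Col8a1* was 1.83-fold higher (94.4 ± 21.0 against 51.5 ± 12.7, adjusted p = 1.00), and *F2r*, at 702 ± 26.5 against 478 ± 94.0 NRPKM, stood 1.49-fold higher, just short of the fold threshold (adjusted p = 1.00). Contractile genes, with *Tnnt2* the one that rose, did not pass as a set: of 10, 1 was higher, 1 lower and 8 did not pass (0 adjusted over the list alone, camera adjusted p = 0.0574, and 0.502 with an estimated correlation; 0.0213, 0.0476, 0.0281 and 0.0123 without 3-allele replicates 2 and 3 and control replicates 1 and 2, and 0.0152 with the replicates as pairs). *Col8a1* did not pass without 3-allele replicates 2 or 3 or control replicates 1 or 2 (log2 0.80, 0.75, 0.73 and 0.82), nor *Tnnt2* within the larger batch (log2 1.77).

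**Figure D4:**
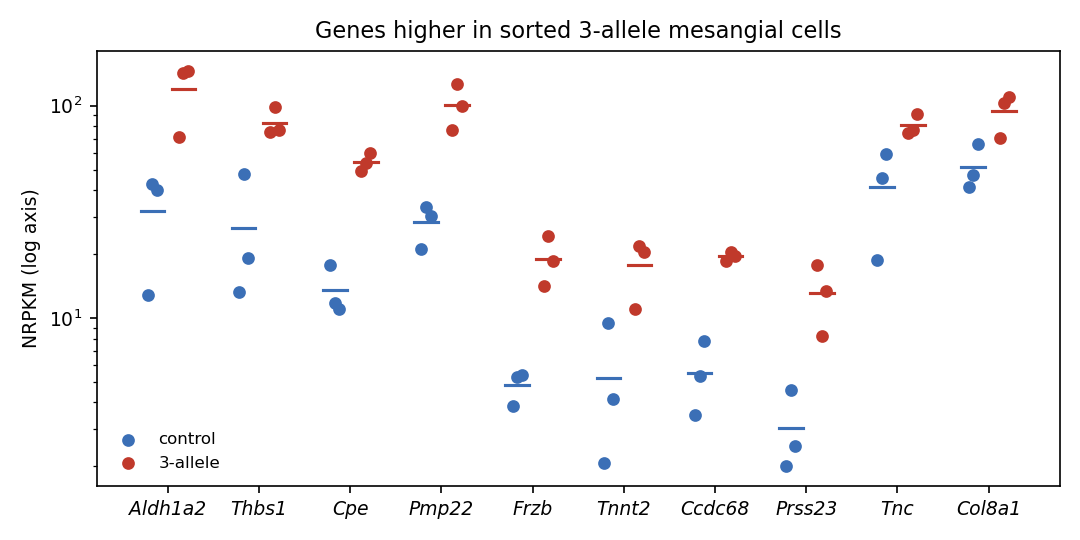
NRPKM (logarithmic axis) of 10 genes in sorted mesangial cells. Points are libraries, blue for controls and red for 3-allele mice, and horizontal lines are group means.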

Upregulated mesangial cell genes in *Cd2ap*+/-, *Fyn*-/- mutants also included *ccdc68* (3.9 FC), encoding a centriole protein, *Frzb* (4.1 FC) encoding a secreted Wnt binding protein involved in the regulation of bone development, *Tnnt2* (4.1 FC) involved in muscle contraction, *Col8a1* (1.9 FC) involved in extracellular matrix, and *F2r* (1.6 FC), encoding a G-protein coupled thrombin receptor involved in the thrombotic response.

It is interesting to again compare the altered gene expression observed in *Cd2ap*+/-, *Fyn*-/- mutant mesangial cells in this report with previously observed gene expression changes in other mouse genetic models of kidney disease. Mesangial cell upregulated genes in *Cd2ap*+/-, *Fyn*-/- mice that were also upregulated in the mesangial cells of the *db/db* diabetic nephropathy mouse model include *Cpe*, *Anxa3*, *Thbs1*, *Pmp22*, *Tspan2* and *Akap12*, and closely related gene family members for *Ppap2c*, *Mmp3* and *Adam22* [27]. 

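*Cpe*, a carboxypeptidase gene of prohormone processing, rose from 13.6 ± 3.69 NRPKM in controls to 54.3 ± 5.50 in mutant mesangial cells (SD, n = 3 each), 4.07-fold (log2 2.02, standard error 0.26, adjusted p = 0.172). *Pmp22*, a membrane protein gene of myelin and growth arrest, was 3.55-fold higher (101 ± 24.7 against 28.3 ± 6.41, adjusted p = 0.482), *Tspan2*, a tetraspanin gene, 2.72-fold, *Anxa3*, a phospholipid-binding annexin gene, 2.07-fold, and *Akap12*, an anchor of protein kinase A, 1.67-fold. Of the genes with related family members, *Mmp3*, a matrix metalloprotease gene, was 2.26-fold and *Adam22* 1.86-fold higher. *Ppap2c*, a lipid phosphatase gene, was at 8.31 ± 0.233 against 5.25 ± 2.40 NRPKM (1.67-fold, adjusted p = 1.00) and did not pass. In all 8 of 9 passed, at folds from 1.67 to 4.07 over the 9. *Akap12* did not pass without 3-allele replicate 2 (log2 0.67) or within the larger batch (log2 0.77).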

Some of the top genes upregulated in *Cd2ap*-/- mesangial cells, and also upregulated in *Cd2ap*+/-, *Fyn*-/- mutant mesangial cells include *Col8a1*, *Ccdc68*, *Thbs1*, *Tnnt2*, *Frzb*, *Pmp22*, and *Aldh1a2* [24]. 

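All 7 of these genes passed as higher in mutant mesangial cells, and in each the 3 mutant libraries lay above the 3 controls. The smallest of the 7 rises was in the collagen gene *Col8a1* and the largest in *Aldh1a2*, at log2 changes of 0.87 and 2.02, and *Pmp22* stood between them at 1.83 (standard errors 0.28, 0.53 and 0.29). The genes were chosen by the study from its own list, so their passing here is not an independent count.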

The *Thbs1* gene stands out as strongly upregulated in all three genetic models. The robust correlation for *Cd2ap*-/- and *Cd2ap*+/-, *Fyn*-/- mutant mesangial cells is perhaps not surprising given the overlapping genetics.

It was interesting to find that in some cases the same pathway was activated in both podocytes and mesangial cells. For example, aldehyde dehydrogenase activity, reflecting increased RA synthesis, was elevated in both *Cd2ap*+/-, *Fyn*-/- podocytes and mesangial cells. 

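*Aldh1a1*, which rose in podocytes, was too low to test in mesangial cells (1.56 ± 1.40 NRPKM in the mutant and 0.680 ± 0.326 in controls, SD, n = 3), where *Aldh1a2* rose. In podocytes *Aldh1a2* was at 40.3 ± 22.8 NRPKM in the mutant and 38.9 ± 13.5 in controls (log2 -0.03, standard error 0.42). Whether its change differed between the 2 cell types was left undecided by a fit of all 18 libraries, whose error takes in the spread of the endothelial libraries (log2 2.06, standard error 1.35, adjusted p = 1.00). Of 8 retinoic acid genes in mesangial cells *Aldh1a2* was the 1 that was higher, and 7 did not pass (0 adjusted over the list alone, camera adjusted p = 0.441, and 0.765 with an estimated correlation). The levels are of transcripts, and the tables may have been normalized separately. From the rise of the 2 genes the paper reasons that retinoic acid synthesis was raised in the 2 cell types alike, as an example of pathways they share.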

Further, *Prss23* (4.7 FC) was one of the most strongly upregulated genes in *Cd2ap*+/-, *Fyn*-/- mesangial cells, and also one of the most strongly upregulated genes in podocytes of the *Cd2ap*-/- FSGS model [24], although, interestingly, it was not strongly upregulated in *Cd2ap*+/-, *Fyn*-/- podocytes. In addition, *Prss23* is upregulated in the glomeruli of human patients with FSGS [69]. This common thread of upregulated *Prss23* in multiple FSGS mouse models, and cell types, as well as in human FSGS gives evidence for a significant role. 

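*Prss23* encodes a secreted serine protease. In mutant mesangial cells it was at 13.1 ± 4.76 NRPKM against 3.02 ± 1.36 in controls (SD, n = 3 each), 4.28-fold higher (log2 2.10, standard error 0.40, adjusted p = 0.907). In podocytes it was 2.16-fold higher (11.9 ± 5.13 against 5.15 ± 1.20, log2 1.11, standard error 0.38, adjusted p = 0.525) with overlapping libraries. The podocyte rise did not pass without 3-allele replicate 1 or 2 or control replicate 1 or 2 (log2 1.01, 0.82, 0.95 and 1.10) or within the larger batch (log2 0.85). Whether the rise differed between the 2 cell types was left undecided by a fit of all 18 libraries, whose error takes in the spread of the endothelial libraries (log2 0.99, standard error 1.41, adjusted p = 1.00).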

The serine protease encoded by *Prss23* can activate Par2 (Protease-Activated Receptor 2), which has been implicated in TGFβ1 induced podocyte injury in the Adriamycin model of nephropathy in rats [70]. It has also been shown that Prss23 can promote TGFβ signaling during zebrafish cardiac valve formation as well as in human aortic endothelial cell assays [71]. These observations give evidence for a pathogenic role for Prss23 in FSGS and suggest a novel therapeutic target. Protease inhibitors have proven very effective in the treatment of HIV, where viral specific proteases are required for viral replication.

There were relatively few downregulated genes in *Cd2ap*+/-, *Fyn*-/- mutant mesangial cells, with only six with greater than 2 FC, and all of these showing low expression levels, even in controls (S2 Table).

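Of the 80 genes lower in mutant mesangial cells 15 were lower by more than 2-fold. *Pgf*, a VEGF family gene, was 2.96-fold lower (3.50 ± 1.79 against 9.86 ± 1.47 NRPKM, SD, n = 3, adjusted p = 1.00), *Sned1*, a matrix glycoprotein gene, 2.36-fold (5.28 ± 1.18 against 12.4 ± 1.10) and *Tox2*, an HMG-box transcription factor gene, 2.30-fold. *Col1a2*, the gene of a chain of type I collagen, was 2.14-fold lower (4.91 ± 0.190 against 10.7 ± 1.84, adjusted p = 0.907). *Xist* had the largest fall, 194-fold (adjusted p = 0.0380; 305-fold and 119-fold without 3-allele replicates 1 and 3), and followed the sex of the mice. Interferon response genes, which answer viral RNA and interferon, drifted down without any passing gene: 0 of 24 (0 adjusted over the list alone), 2 with a log2 change above 0, at a median of -0.40 (camera adjusted p = 0.000316, and 0.578 with an estimated correlation; 0.313 and 0.0957 without 3-allele replicate 2 and control replicate 2). The number over 2-fold lower was 252 without 3-allele replicate 1 and 34 without control replicate 3.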

GO analysis of the mesangial up regulated genes, again using Toppgene (Toppgene.cchmc.org), gave relatively few hits with FDR (Benjamini and Hochberg) corrected P values below 0.05. These included the molecular functions proteoglycan binding and protein kinase A binding, and the cellular component extracellular space.

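In the extracellular space, *Thbs1*, *Col8a1* and *Tnc* were higher in mutant mesangial cells while *Col1a2* was lower. Of 18 genes of collagens and other matrix proteins 3 passed as higher, 1 as lower and 14 did not pass (1 and 1 adjusted over the list alone), 15 had a log2 change above 0 and the median was 0.27 (camera adjusted p = 3.64e-06, and 0.152 with an estimated correlation). Glomerular basement membrane genes leaned the same way without any that passed: 0 of 10 (0 adjusted over the list alone), 8 above 0 (camera adjusted p = 0.00267, and 0.19 with an estimated correlation). *Serpine2*, the gene of a heparin-binding protease inhibitor of the matrix, was at 418 ± 94.2 against 328 ± 47.5 NRPKM (SD, n = 3, log2 0.34, adjusted p = 1.00). Of 11 cell cycle genes 1 was higher, 1 lower and 9 did not pass (0 and 1 adjusted over the list alone, camera adjusted p = 0.381, and 0.582 with an estimated correlation).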

### Endothelial cells

The endothelial cells are the third major cell type of the glomerulus. They can also play a role in the progression of FSGS through the production of growth factors and cytokines, leaky angiogenesis, and the recruitment of macrophages and leukocytes. 

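Endothelial libraries came from 3-allele mice of 14.5, 7.5 and 18 months and controls of 15, 12.5 and 14 months. NRPKM values summed to 254700, 247240 and 237820 in the 3-allele libraries and to 235840, 258470 and 242220 in the controls, and 7989 genes passed the expression filter. *Fyn* stood at 24.4, 37.3 and 36.6 NRPKM in the 3-allele libraries and 32.0, 36.8 and 31.4 in the *Fyn*+/- controls, and *Cd2ap* at 86.7 ± 10.6 and 101 ± 48.5 (SD, n = 3). The *Fyn* levels of the groups overlapped, so they give no check on the genotype labels. *Xist* was at 343, 0.106 and 251 NRPKM against 459, 0.120 and 233, so each group held 2 female-like libraries and 1 male-like one. Replicate 3 of each group was set apart as a batch, and on the main axis of variation (55.1% of the variance) control replicate 1 lay farthest out.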

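The highest rises in mutant endothelial cells included *Hapln1*, a gene whose product links hyaluronan to proteoglycans, *Cgnl1*, a junction gene, and the immediate early gene *Fosb*. *Hapln1* was 11.2-fold higher (14.3 ± 3.00 against 2.23 ± 1.95 NRPKM, SD, n = 3; 4.23-fold and 19.8-fold without control replicates 1 and 3), *Cgnl1* 3.87-fold (6.81 ± 1.22 against 1.81 ± 0.907, adjusted p = 1.00) and *Fosb* 5.64-fold (8.58 ± 3.76 against 1.94 ± 1.48; 2.86-fold without control replicate 1, and no call without 3-allele replicate 2, log2 2.17). Immediate early genes are switched on within minutes of growth factor or stress signals and also during tissue dissociation. Of 30, 9 were higher and 21 did not pass (0 adjusted over the list alone), 29 had a log2 change above 0 and the median was 0.60 (camera adjusted p = 2.01e-17, and 0.209 with an estimated correlation). *Egr1* was 2.54-fold higher (63.7 ± 23.8 against 25.0 ± 8.48 NRPKM) and *Zfp36*, which destabilizes cytokine transcripts, 2.12-fold (165 ± 25.6 against 77.7 ± 7.83). Interferon response genes also leaned up: 3 of 24 were higher and 21 did not pass (0 adjusted over the list alone), with 22 above 0 and a median of 0.43 (camera adjusted p = 8.75e-06, and 0.393 with an estimated correlation; 0.0988 and 0.0552 without 3-allele replicate 1 and control replicate 2). Macrophage markers averaged 6.01, 2.41 and 1.42 NRPKM in the 3-allele libraries and 1.10, 1.04 and 2.04 in controls, and parietal epithelial markers 12.55, 1.09 and 1.69 against 1.29, 0.534 and 2.46. By the study's thresholds 95 genes were higher, 33 of them by more than 2-fold. The counts were 48 and 20 without 3-allele replicate 1, 160 and 73 without control replicate 2, and 146 and 84 without control replicate 3, and 53 genes were over 2-fold higher without 3-allele replicate 2. Within the larger batch 80 were higher, 70 of them over 2-fold. With median-of-ratios scaling 60% of the called genes were higher (75 and 50), against 71.4% in the values as deposited. limma placed no gene at an adjusted p under 0.05 (1 without control replicate 2), with 140 at an unadjusted p under 0.05. The 140 are a smaller share of the 7989 tested genes than the 0.05 that chance gives with exchangeable libraries. All 133 called genes together are a smaller share than the 4.28% of unchanged genes called in simulated data. The simulated noise was independent between libraries, without a batch, so 4.28% is not the chance rate of these libraries. The counts alone therefore do not show an effect of genotype. The groups did not overlap at 534 of 7989 genes (6.68%, where chance gives 10% with exchangeable libraries), 113 of them called.

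**Figure D5:**
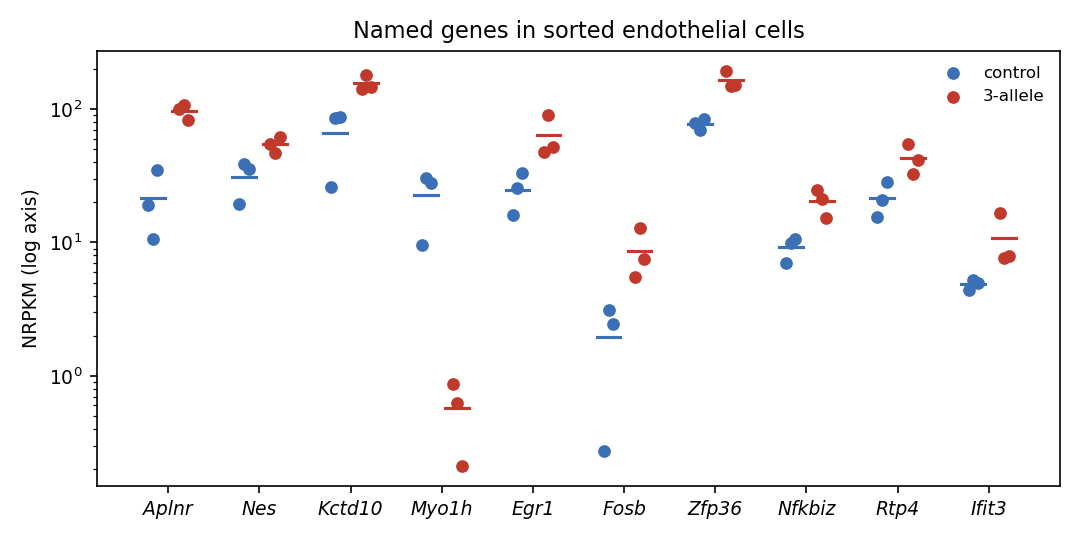
NRPKM (logarithmic axis) of 10 genes in sorted endothelial cells. Points are libraries, blue for controls and red for 3-allele mice, and horizontal lines are group means.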

The observed gene expression changes in the *Cd2ap*+/-, *Fyn*-/- mutant endothelial cells were modest in number, with only 45 genes showing greater than 1.5 FC and 15 genes with greater than 2 FC upregulation. 

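*Il33*, the gene of an alarmin stored in endothelial nuclei, was 2.98-fold lower in mutant endothelial cells (3.85 ± 1.49 against 12.3 ± 6.90 NRPKM, SD, n = 3, adjusted p = 1.00). *Mir29c*, a microRNA locus that restrains collagen genes, was 2.65-fold lower (adjusted p = 1.00) and *Clec1b*, a C-type lectin gene of platelets and sinusoids, 2.71-fold, with no call without control replicate 2 (log2 -1.25). In all 38 genes were lower, 17 of them by more than 2-fold. Without control replicate 1 the counts were 120 and 39, and the number over 2-fold lower was 27 without 3-allele replicate 2 and 30 without control replicate 3. Within the larger batch 41 were lower, 37 of them over 2-fold.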

There were even fewer downregulated genes in mutants, with 26 showing >1.5 FC and only 5 with >2.0 FC (S3 Table).

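The apelin receptor, a G protein-coupled receptor of venous and sprouting endothelium, is encoded by *Aplnr*. It was at 100.3, 107 and 83.3 NRPKM in the 3-allele endothelial libraries and 19.2, 10.6 and 35.1 in the controls, means of 96.9 ± 12.3 and 21.6 ± 12.4 (SD, n = 3). The fold was 4.98 (log2 2.32, standard error 0.43, adjusted p = 1.00), and the groups did not overlap. *Aplnr* lies on chromosome 2 of mm9 from 84976517 to 84980079. Of 25 angiogenesis genes 3 were higher and 22 did not pass (1 adjusted over the list alone, camera adjusted p = 0.0201, and 0.578 with an estimated correlation), and the list did not pass without 3-allele replicate 2, control replicate 1 or control replicate 2 (adjusted p = 0.386, 0.381 and 0.135).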

Upregulated genes included *Apnlr* encoding a G-coupled receptor for Apelin that inhibits adenylate cyclase and is implicated in angioblast migration and regulation of blood vessel formation. Also upregulated was *Kctd10*, which binds proliferating cell nuclear antigen (PCNA) and may be involved in DNA synthesis and cell proliferation and is also involved in ubiquitination.

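*Kctd10* was 2.67-fold higher, at 143, 179.5 and 147 NRPKM in the 3-allele libraries against 25.9, 86.2 and 88.0 in controls (log2 1.42, standard error 0.48, adjusted p = 1.00), and did not pass without 3-allele replicate 2 (log2 1.32). Its neighbor *Myo1h*, an unconventional myosin gene on the opposite strand, went the other way. It fell by 5.06 on the log2 scale (0.569 ± 0.333 against 22.5 ± 11.3 NRPKM, SD, n = 3), with the lowest p of the endothelial genes (adjusted p = 0.385). *Myo1h* spans 114764950 to 114814585 and *Kctd10* 114813576 to 114830524 of chromosome 5 in mm9, an overlap of 1010 bp, and the unstranded reads there cannot be assigned. The ratio of *Myo1h* to *Kctd10* was at most 0.00609 in 5 libraries, the 3 mutant endothelial ones and mesangial control replicates 1 and 2, and between 0.271 and 0.379 in the other 13.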

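Nestin is an intermediate filament protein found in newly formed vessels as well as in neural stem cells. Its gene, *Nes*, was at 54.3 ± 7.33 NRPKM in mutant endothelial cells and 31.2 ± 10.4 in controls (SD, n = 3 each), 1.80-fold higher (log2 0.85, standard error 0.32, adjusted p = 1.00). It did not pass without 3-allele replicates 1 or 3 (log2 0.85 and 0.76), fell short of 1.5-fold without control replicate 1 (log2 0.54), and did not pass within the larger batch (log2 0.89).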

Another upregulated gene in mutant endothelial cells was *Nestin*, which encodes an intermediate filament protein and is normally associated with neural stem/progenitor cells. It is, however, also expressed in endothelial cells in pancreas [72], in ovary and placenta [73], as well as vascular neoplasms [74] and cancers [75], where it is a marker of neovasculature.

GO analysis for mutant endothelial cell upregulated genes found biological processes including negative regulation of response to oxidative stress, and negative regulation of apoptosis in response to hydrogen peroxide.

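*Pink1*, which encodes a kinase that marks damaged mitochondria for removal, was the antioxidant gene that passed, 1.64-fold higher at 14.2 ± 4.20 against 8.41 ± 0.796 NRPKM (SD, n = 3). The other 20 of 21 antioxidant and redox genes did not pass (0 adjusted over the list alone, camera adjusted p = 0.546, and 0.805 with an estimated correlation). None of 25 cell death genes passed (0 adjusted over the list alone, camera adjusted p = 0.717, and 0.864 with an estimated correlation), among them the survival gene *Bcl2* (1.52-fold, adjusted p = 1.00) and its antagonist *Bcl2l11* (1.35-fold, adjusted p = 1.00). *Cdk6*, a kinase gene of cell cycle entry, rose 2.64-fold (17.7 ± 2.07 against 6.88 ± 2.37 NRPKM), while 13 of 14 cell cycle genes did not pass (1 adjusted over the list alone, camera adjusted p = 0.418, and 0.739 with an estimated correlation). Of the fits that left out 1 library, *Pink1* passed only in that without 3-allele replicate 2 (log2 0.49 and 0.78 without 3-allele replicates 1 and 3, and 0.64, 0.74 and 0.77 without control replicates 1, 2 and 3). It also did not pass without a filter on low values (log2 0.71), with quantile normalization (0.63), with the batch covariate (0.71) or within the larger batch (0.83). From the number of genes past its thresholds the paper states that the endothelial changes were modest.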

### QPCR validations

The RNA-seq results were validated using RT-QPCR. Glomeruli from three mutant allele *Cd2ap*+/-, *Fyn*-/- and control mice were isolated using a sieving procedure [24], RNA purified and used for RT-QPCR. Genes were selected based on restricted up-regulation in mutants in one sorted glomerular cell type compared to control cells. Samples were normalized to beta actin (*actb*) for mesangial genes, and nephrin (*Nphs2*) for podocyte genes. RT-QPCR validated upregulation of *Endou*, *Parm1*, *Serpine1*, *Spon2*, and *Rspo1* in mutant podocytes, and *Cpe*, *Aldh1a2*, *Tnc*, *Cpne7*, *Frzb*, and *Thbs1* in mutant mesangial cells (Fig 6).

**Fig 6:**
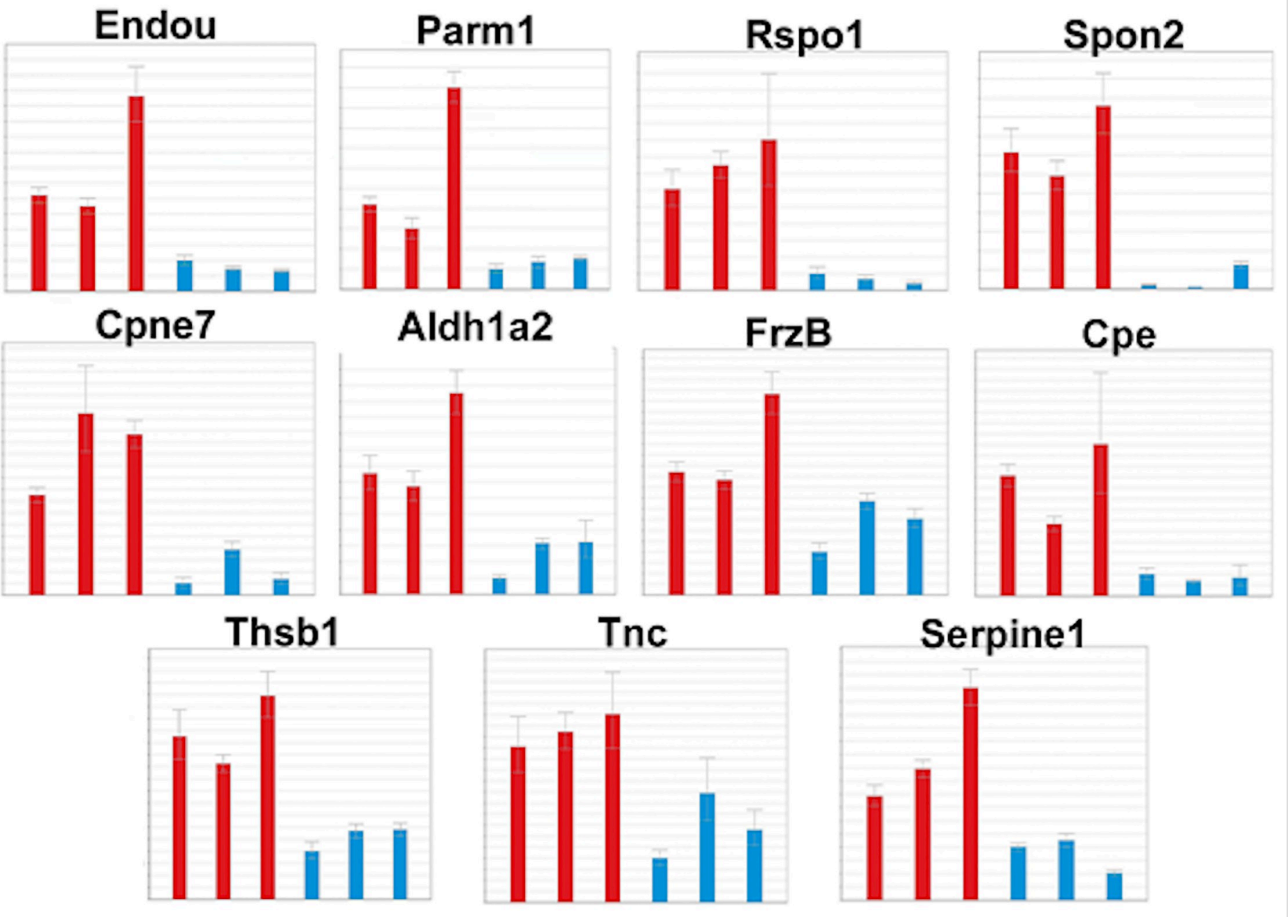
RT-QPCR validation of gene expression changes. Using RNA from isolated glomeruli the RNA-seq predicted changes in expression of *Endou*, *Parm1*, *Serpine1*, *Spon2*, and *Rspo1* in mutant podocytes, and *Cpe*, *Aldh1a2*, *Tnc*, *Cpne7*, *Frzb*, and *Thbs1* in mutant mesangial cells were validated.

## Conclusions

FSGS is a major cause of ESRD, with a high percentage of patients unresponsive to available therapies. Improved understanding of the molecular underpinnings of the disease process could provide insights leading to novel therapeutic approaches. In this study we carry out an RNA-seq analysis of the altered gene expression patterns of podocytes, mesangial cells and glomerular endothelial cells of the bigenic *Cd2ap*+/-, *Fyn*-/- mutant mouse model of FSGS. The podocytes showed the most dramatic changes, with upregulation of many genes related to the Tgfβ family/pathway, including *Gdnf*, *Tgfβ1*, *Tgfβ2*, *Snai2*, *Vegfb*, *Bmp4*, and *Tnc*. The mutant podocytes also showed upregulation of *Acta2*, a marker of smooth muscle and associated with myofibroblasts, which are implicated in driving fibrosis. GO analysis of the podocyte upregulated genes identified elevated protein kinase activity, increased expression of growth factors, and negative regulation of cell adhesion, perhaps related to the observed podocyte loss in FSGS.

Both podocytes and mesangial cells showed strong upregulation of aldehyde dehydrogenase genes involved in the synthesis of RA. Similarly, the *Cd2ap*+/-, *Fyn*-/-mesangial cells, as well as podocytes in other genetic models, and the glomeruli of human FSGS patients, all show upregulation of the serine protease Prss23, with the common thread suggesting important functionality. Another gene with strong upregulation in the *Cd2ap*+/-, *Fyn*-/- mutant mesangial cells as well as multiple other mutant mouse models of FSGS was thrombospondin, which activates the secreted inactive form of Tgfβ.

The *Cd2ap*+/-, *Fyn*-/- mutant endothelial cells showed elevated expression of genes involved in cell proliferation, angioblast migration, angiogenesis, and neovasculature, all consistent with the formation of new blood vessels in the diseased glomerulus. In total the data herein provide a global definition of the pathogenic and protective molecular pathways that are activated in the three major cell types of the glomerulus in the bigenic *Cd2ap*+/-, *Fyn*-/- mouse model of FSGS.

## Supporting information

S1 Table Podocytes. List of genes up and down regulated in mutant podocytes compared to control, including fold change and nRPKM expression levels in each mutant and control sample. GO analysis results for molecular functions and biological processes, including P values and lists of associated genes.
(XLSX)

S2 Table Mesangial cells. List of genes up and down regulated in mutant mesangial cells compared to control, including fold change and nRPKM expression levels in each mutant and control sample.
(XLSX)

S3 Table Endothelial cell. List of genes up and down regulated in mutant endothelial cells compared to control, including fold change and nRPKM expression levels in each mutant and control sample.
(XLSX)

S1 Fig Heatmap showing differentially expressed genes in mutant (3A) podocytes compared to control. Red indicates high expression and blue corresponds to low expression levels.
(TIF)

## References

[1] KitiyakaraC, KoppJB, EggersP. Trends in the epidemiology of focal segmental glomerulosclerosis. Semin Nephrol. 2003;23(2):172–82. Epub 2003/04/22. 10.1053/snep.2003.50025 .12704577

[2] SprangersB, MeijersB, AppelG. FSGS: Diagnosis and Diagnostic Work-Up. Biomed Res Int. 2016;2016:4632768 Epub 2016/06/18. 10.1155/2016/4632768 27314022PMC4894996

[3] KitiyakaraC, EggersP, KoppJB. Twenty-one-year trend in ESRD due to focal segmental glomerulosclerosis in the United States. Am J Kidney Dis. 2004;44(5):815–25. Epub 2004/10/20. .15492947

[4] AsinobiAO, AdemolaAD, OkoloCA, YariaJO. Trends in the histopathology of childhood nephrotic syndrome in Ibadan Nigeria: preponderance of idiopathic focal segmental glomerulosclerosis. BMC Nephrol. 2015;16:213 Epub 2015/12/17. 10.1186/s12882-015-0208-0 26670137PMC4681037

[5] D'AgatiVD, FogoAB, BruijnJA, JennetteJC. Pathologic classification of focal segmental glomerulosclerosis: a working proposal. Am J Kidney Dis. 2004;43(2):368–82. Epub 2004/01/30. 10.1053/j.ajkd.2003.10.024 .14750104

[6] MeehanSM, ChangA, GibsonIW, KimL, KambhamN, LaszikZ. A study of interobserver reproducibility of morphologic lesions of focal segmental glomerulosclerosis. Virchows Arch. 2013;462(2):229–37. Epub 2012/12/25. 10.1007/s00428-012-1355-3 .23262784

[7] RosenbergAZ, KoppJB. Focal Segmental Glomerulosclerosis. Clin J Am Soc Nephrol. 2017;12(3):502–17. Epub 2017/03/01. 10.2215/CJN.05960616 28242845PMC5338705

[8] SadowskiCE, LovricS, AshrafS, PabstWL, GeeHY, KohlS, et al A single-gene cause in 29.5% of cases of steroid-resistant nephrotic syndrome. J Am Soc Nephrol. 2015;26(6):1279–89. Epub 2014/10/29. 10.1681/ASN.2014050489 25349199PMC4446877

[9] TrautmannA, BodriaM, OzaltinF, GheisariA, MelkA, AzocarM, et al Spectrum of steroid-resistant and congenital nephrotic syndrome in children: the PodoNet registry cohort. Clin J Am Soc Nephrol. 2015;10(4):592–600. Epub 2015/01/31. 10.2215/CJN.06260614 25635037PMC4386250

[10] KoppJB, NelsonGW, SampathK, JohnsonRC, GenoveseG, AnP, et al APOL1 genetic variants in focal segmental glomerulosclerosis and HIV-associated nephropathy. J Am Soc Nephrol. 2011;22(11):2129–37. Epub 2011/10/15. 10.1681/ASN.2011040388 21997394PMC3231787

[11] MeleC, IatropoulosP, DonadelliR, CalabriaA, MarantaR, CassisP, et al MYO1E mutations and childhood familial focal segmental glomerulosclerosis. N Engl J Med. 2011;365(4):295–306. Epub 2011/07/16. 10.1056/NEJMoa1101273 21756023PMC3701523

[12] LennonR, StuartHM, BierzynskaA, RandlesMJ, KerrB, HillmanKA, et al Coinheritance of COL4A5 and MYO1E mutations accentuate the severity of kidney disease. Pediatr Nephrol. 2015;30(9):1459–65. Epub 2015/03/06. 10.1007/s00467-015-3067-9 25739341PMC4536279

[13] ShihNY, LiJ, CotranR, MundelP, MinerJH, ShawAS. CD2AP localizes to the slit diaphragm and binds to nephrin via a novel C-terminal domain. Am J Pathol. 2001;159(6):2303–8. Epub 2001/12/06. 10.1016/S0002-9440(10)63080-5 11733379PMC1850607

[14] SchwarzK, SimonsM, ReiserJ, SaleemMA, FaulC, KrizW, et al Podocin, a raft-associated component of the glomerular slit diaphragm, interacts with CD2AP and nephrin. J Clin Invest. 2001;108(11):1621–9. Epub 2001/12/26. 10.1172/JCI12849 11733557PMC200981

[15] GiganteM, PontrelliP, MontemurnoE, RocaL, AucellaF, PenzaR, et al CD2AP mutations are associated with sporadic nephrotic syndrome and focal segmental glomerulosclerosis (FSGS). Nephrol Dial Transplant. 2009;24(6):1858–64. Epub 2009/01/10. 10.1093/ndt/gfn712 .19131354

[16] LowikMM, GroenenPJ, PronkI, LilienMR, GoldschmedingR, DijkmanHB, et al Focal segmental glomerulosclerosis in a patient homozygous for a CD2AP mutation. Kidney Int. 2007;72(10):1198–203. Epub 2007/08/24. 10.1038/sj.ki.5002469 .17713465

[17] HuberTB, KwohC, WuH, AsanumaK, GodelM, HartlebenB, et al Bigenic mouse models of focal segmental glomerulosclerosis involving pairwise interaction of CD2AP, Fyn, and synaptopodin. J Clin Invest. 2006;116(5):1337–45. Epub 2006/04/22. 10.1172/JCI27400 16628251PMC1440708

[18] KimJM, WuH, GreenG, WinklerCA, KoppJB, MinerJH, et al CD2-associated protein haploinsufficiency is linked to glomerular disease susceptibility. Science. 2003;300(5623):1298–300. Epub 2003/05/24. 10.1126/science.1081068 .12764198

[19] VermaR, WharramB, KovariI, KunkelR, NihalaniD, WaryKK, et al Fyn binds to and phosphorylates the kidney slit diaphragm component Nephrin. J Biol Chem. 2003;278(23):20716–23. Epub 2003/04/02. 10.1074/jbc.M301689200 .12668668

[20] ReiserJ, AltintasMM. Podocytes. F1000Res. 2016;5 Epub 2016/02/27. 10.12688/f1000research.7255.1 26918173PMC4755401

[21] LimBJ, YangJW, DoWS, FogoAB. Pathogenesis of Focal Segmental Glomerulosclerosis. J Pathol Transl Med. 2016;50(6):405–10. Epub 2016/10/18. 10.4132/jptm.2016.09.21 27744657PMC5122732

[22] GalkinaE, LeyK. Leukocyte recruitment and vascular injury in diabetic nephropathy. J Am Soc Nephrol. 2006;17(2):368–77. Epub 2006/01/06. 10.1681/ASN.2005080859 .16394109

[23] ZentR, PozziA. Angiogenesis in diabetic nephropathy. Semin Nephrol. 2007;27(2):161–71. Epub 2007/04/10. 10.1016/j.semnephrol.2007.01.007 .17418685

[24] BrunskillEW, PotterSS. Pathogenic pathways are activated in each major cell type of the glomerulus in the Cd2ap mutant mouse model of focal segmental glomerulosclerosis. BMC Nephrol. 2015;16:71 Epub 2015/05/15. 10.1186/s12882-015-0063-z 25968128PMC4430919

[25] BoerriesM, GrahammerF, EiseleinS, BuckM, MeyerC, GoedelM, et al Molecular fingerprinting of the podocyte reveals novel gene and protein regulatory networks. Kidney Int. 2013;83(6):1052–64. Epub 2013/02/01. 10.1038/ki.2012.487 .23364521

[26] BrunskillEW, GeorgasK, RumballeB, LittleMH, PotterSS. Defining the molecular character of the developing and adult kidney podocyte. PLoS One. 2011;6(9):e24640 Epub 2011/09/21. 10.1371/journal.pone.0024640 21931791PMC3169617

[27] BrunskillEW, PotterSS. Changes in the gene expression programs of renal mesangial cells during diabetic nephropathy. BMC Nephrol. 2012;13:70 Epub 2012/07/31. 10.1186/1471-2369-13-70 22839765PMC3416581

[28] MagellaB, AdamM, PotterAS, VenkatasubramanianM, ChetalK, HaySB, et al Cross-platform single cell analysis of kidney development shows stromal cells express Gdnf. Dev Biol. 2018;434(1):36–47. Epub 2017/12/01. 10.1016/j.ydbio.2017.11.006 29183737PMC5930237

[29] TsuiCC, ShanklandSJ, PierchalaBA. Glial cell line-derived neurotrophic factor and its receptor ret is a novel ligand-receptor complex critical for survival response during podocyte injury. J Am Soc Nephrol. 2006;17(6):1543–52. Epub 2006/05/05. 10.1681/ASN.2005080835 .16672314

[30] BrantonMH, KoppJB. TGF-beta and fibrosis. Microbes Infect. 1999;1(15):1349–65. Epub 1999/12/28. .1061176210.1016/s1286-4579(99)00250-6

[31] BiernackaA, DobaczewskiM, FrangogiannisNG. TGF-beta signaling in fibrosis. Growth Factors. 2011;29(5):196–202. Epub 2011/07/12. 10.3109/08977194.2011.595714 21740331PMC4408550

[32] FanJ, ShenH, SunY, LiP, BurczynskiF, NamakaM, et al Bone morphogenetic protein 4 mediates bile duct ligation induced liver fibrosis through activation of Smad1 and ERK1/2 in rat hepatic stellate cells. J Cell Physiol. 2006;207(2):499–505. Epub 2006/02/01. 10.1002/jcp.20593 .16447265

[33] ShenH, HuangG, HadiM, ChoyP, ZhangM, MinukGY, et al Transforming growth factor-beta1 downregulation of Smad1 gene expression in rat hepatic stellate cells. Am J Physiol Gastrointest Liver Physiol. 2003;285(3):G539–46. Epub 2003/06/07. 10.1152/ajpgi.00436.2002 .12791600

[34] BergmannC, DistlerJH. Canonical Wnt signaling in systemic sclerosis. Lab Invest. 2016;96(2):151–5. Epub 2016/01/12. 10.1038/labinvest.2015.154 .26752744

[35] WatanabeM, LayneMD, HsiehCM, MaemuraK, GrayS, LeeME, et al Regulation of smooth muscle cell differentiation by AT-rich interaction domain transcription factors Mrf2alpha and Mrf2beta. Circ Res. 2002;91(5):382–9. Epub 2002/09/07. 10.1161/01.res.0000033593.05545.7b .12215486

[36] PeinadoH, QuintanillaM, CanoA. Transforming growth factor beta-1 induces snail transcription factor in epithelial cell lines: mechanisms for epithelial mesenchymal transitions. J Biol Chem. 2003;278(23):21113–23. Epub 2003/04/01. 10.1074/jbc.M211304200 .12665527

[37] DhasarathyA, PhadkeD, MavD, ShahRR, WadePA. The transcription factors Snail and Slug activate the transforming growth factor-beta signaling pathway in breast cancer. PLoS One. 2011;6(10):e26514 Epub 2011/10/27. 10.1371/journal.pone.0026514 22028892PMC3197668

[38] UdalovaIA, RuhmannM, ThomsonSJ, MidwoodKS. Expression and immune function of tenascin-C. Crit Rev Immunol. 2011;31(2):115–45. Epub 2011/05/06. .2154279010.1615/critrevimmunol.v31.i2.30

[39] BhattacharyyaS, WangW, Morales-NebredaL, FengG, WuM, ZhouX, et al Tenascin-C drives persistence of organ fibrosis. Nat Commun. 2016;7:11703 Epub 2016/06/04. 10.1038/ncomms11703 27256716PMC4895803

[40] MidwoodKS, ChiquetM, TuckerRP, OrendG. Tenascin-C at a glance. J Cell Sci. 2016;129(23):4321–7. Epub 2016/11/23. 10.1242/jcs.190546 .27875272

[41] SwindleCS, TranKT, JohnsonTD, BanerjeeP, MayesAM, GriffithL, et al Epidermal growth factor (EGF)-like repeats of human tenascin-C as ligands for EGF receptor. J Cell Biol. 2001;154(2):459–68. Epub 2001/07/27. 10.1083/jcb.200103103 11470832PMC2150768

[42] MidwoodKS, OrendG. The role of tenascin-C in tissue injury and tumorigenesis. J Cell Commun Signal. 2009;3(3–4):287–310. Epub 2009/10/20. 10.1007/s12079-009-0075-1 19838819PMC2778592

[43] HaoHX, XieY, ZhangY, CharlatO, OsterE, AvelloM, et al ZNRF3 promotes Wnt receptor turnover in an R-spondin-sensitive manner. Nature. 2012;485(7397):195–200. Epub 2012/05/12. 10.1038/nature11019 .22575959

[44] AkhmetshinaA, PalumboK, DeesC, BergmannC, VenalisP, ZerrP, et al Activation of canonical Wnt signalling is required for TGF-beta-mediated fibrosis. Nat Commun. 2012;3:735 Epub 2012/03/15. 10.1038/ncomms1734 22415826PMC3316881

[45] HeW, DaiC, LiY, ZengG, MongaSP, LiuY. Wnt/beta-catenin signaling promotes renal interstitial fibrosis. J Am Soc Nephrol. 2009;20(4):765–76. Epub 2009/03/20. 10.1681/ASN.2008060566 19297557PMC2663839

[46] KonigshoffM, KramerM, BalsaraN, WilhelmJ, AmarieOV, JahnA, et al WNT1-inducible signaling protein-1 mediates pulmonary fibrosis in mice and is upregulated in humans with idiopathic pulmonary fibrosis. J Clin Invest. 2009;119(4):772–87. Epub 2009/03/17. 10.1172/JCI33950 19287097PMC2662540

[47] BowlesJ, FengCW, MilesK, InesonJ, SpillerC, KoopmanP. ALDH1A1 provides a source of meiosis-inducing retinoic acid in mouse fetal ovaries. Nat Commun. 2016;7:10845 Epub 2016/02/20. 10.1038/ncomms10845 26892828PMC4762892

[48] JanesickA, ShiotsuguJ, TaketaniM, BlumbergB. RIPPLY3 is a retinoic acid-inducible repressor required for setting the borders of the pre-placodal ectoderm. Development. 2012;139(6):1213–24. Epub 2012/02/23. 10.1242/dev.071456 22354841PMC3283127

[49] BallimRD, MendelsohnC, PapaioannouVE, PrinceS. The ulnar-mammary syndrome gene, Tbx3, is a direct target of the retinoic acid signaling pathway, which regulates its expression during mouse limb development. Mol Biol Cell. 2012;23(12):2362–72. Epub 2012/04/27. 10.1091/mbc.E11-09-0790 22535523PMC3374754

[50] MallipattuSK, HeJC. The beneficial role of retinoids in glomerular disease. Front Med (Lausanne). 2015;2:16 Epub 2015/04/09. 10.3389/fmed.2015.00016 25853135PMC4370041

[51] ZhangJ, PippinJW, VaughanMR, KrofftRD, TaniguchiY, RomagnaniP, et al Retinoids augment the expression of podocyte proteins by glomerular parietal epithelial cells in experimental glomerular disease. Nephron Exp Nephrol. 2012;121(1–2):e23–37. Epub 2012/10/31. 10.1159/000342808 23107969PMC3574166

[52] SuzukiA, ItoT, ImaiE, YamatoM, IwataniH, KawachiH, et al Retinoids regulate the repairing process of the podocytes in puromycin aminonucleoside-induced nephrotic rats. J Am Soc Nephrol. 2003;14(4):981–91. Epub 2003/03/28. 10.1097/01.asn.0000057857.66268.8f .12660332

[53] PeiredA, AngelottiML, RonconiE, la MarcaG, MazzinghiB, SistiA, et al Proteinuria impairs podocyte regeneration by sequestering retinoic acid. J Am Soc Nephrol. 2013;24(11):1756–68. Epub 2013/08/21. 10.1681/ASN.2012090950 23949798PMC3810076

[54] HanSY, SoGA, JeeYH, HanKH, KangYS, KimHK, et al Effect of retinoic acid in experimental diabetic nephropathy. Immunol Cell Biol. 2004;82(6):568–76. Epub 2004/11/20. 10.1111/j.1440-1711.2004.01287.x .15550114

[55] Moreno-ManzanoV, MampasoF, Sepulveda-MunozJC, AliqueM, ChenS, ZiyadehFN, et al Retinoids as a potential treatment for experimental puromycin-induced nephrosis. Br J Pharmacol. 2003;139(4):823–31. Epub 2003/06/19. 10.1038/sj.bjp.0705311 12813006PMC1573906

[56] OrfanosCE, EhlertR, GollnickH. The retinoids. A review of their clinical pharmacology and therapeutic use. Drugs. 1987;34(4):459–503. Epub 1987/10/01. 10.2165/00003495-198734040-00003 .3315625

[57] JiaW, LiH, HeYW. The extracellular matrix protein mindin serves as an integrin ligand and is critical for inflammatory cell recruitment. Blood. 2005;106(12):3854–9. Epub 2005/08/18. 10.1182/blood-2005-04-1658 16105980PMC1895097

[58] LiH, OliverT, JiaW, HeYW. Efficient dendritic cell priming of T lymphocytes depends on the extracellular matrix protein mindin. EMBO J. 2006;25(17):4097–107. Epub 2006/08/19. 10.1038/sj.emboj.7601289 16917498PMC1560362

[59] LiZ, GarantziotisS, JiaW, PottsEN, LalaniS, LiuZ, et al The extracellular matrix protein mindin regulates trafficking of murine eosinophils into the airspace. J Leukoc Biol. 2009;85(1):124–31. Epub 2008/09/27. 10.1189/jlb.0208135 18818374PMC2626769

[60] ShanklandSJ. The podocyte's response to injury: role in proteinuria and glomerulosclerosis. Kidney Int. 2006;69(12):2131–47. Epub 2006/05/12. 10.1038/sj.ki.5000410 .16688120

[61] JeffersonJA, ShanklandSJ. The pathogenesis of focal segmental glomerulosclerosis. Adv Chronic Kidney Dis. 2014;21(5):408–16. Epub 2014/08/30. 10.1053/j.ackd.2014.05.009 25168829PMC4149756

[62] HodginJB, BorczukAC, NasrSH, MarkowitzGS, NairV, MartiniS, et al A molecular profile of focal segmental glomerulosclerosis from formalin-fixed, paraffin-embedded tissue. Am J Pathol. 2010;177(4):1674–86. Epub 2010/09/18. 10.2353/ajpath.2010.090746 20847290PMC2947265

[63] KimJH, KimBK, MoonKC, HongHK, LeeHS. Activation of the TGF-beta/Smad signaling pathway in focal segmental glomerulosclerosis. Kidney Int. 2003;64(5):1715–21. Epub 2003/10/09. 10.1046/j.1523-1755.2003.00288.x .14531804

[64] GrgicI, HofmeisterAF, GenoveseG, BernhardyAJ, SunH, MaaroufOH, et al Discovery of new glomerular disease-relevant genes by translational profiling of podocytes in vivo. Kidney Int. 2014;86(6):1116–29. Epub 2014/06/19. 10.1038/ki.2014.204 24940801PMC4245460

[65] KornbergRD. The molecular basis of eukaryotic transcription. Proc Natl Acad Sci U S A. 2007;104(32):12955–61. Epub 2007/08/03. 10.1073/pnas.0704138104 17670940PMC1941834

[66] NakayamaY, NaraN, KawakitaY, TakeshimaY, ArakawaM, KatohM, et al Cloning of cDNA encoding a regeneration-associated muscle protease whose expression is attenuated in cell lines derived from Duchenne muscular dystrophy patients. Am J Pathol. 2004;164(5):1773–82. Epub 2004/04/28. 10.1016/S0002-9440(10)63735-2 15111323PMC1615663

[67] AndrewsPM, CoffeyAK. Cytoplasmic contractile elements in glomerular cells. Fed Proc. 1983;42(14):3046–52. Epub 1983/11/01. .6685060

[68] CrawfordSE, StellmachV, Murphy-UllrichJE, RibeiroSM, LawlerJ, HynesRO, et al Thrombospondin-1 is a major activator of TGF-beta1 in vivo. Cell. 1998;93(7):1159–70. Epub 1998/07/10. 10.1016/s0092-8674(00)81460-9 .9657149

[69] BennettMR, CzechKA, ArendLJ, WitteDP, DevarajanP, PotterSS. Laser capture microdissection-microarray analysis of focal segmental glomerulosclerosis glomeruli. Nephron Exp Nephrol. 2007;107(1):e30–40. Epub 2007/08/09. 10.1159/000106775 .17684420

[70] WangY, HeY, WangM, LvP, LiuJ, WangJ. Role of Protease-Activated Receptor 2 in Regulating Focal Segmental Glomerulosclerosis. Cell Physiol Biochem. 2017;41(3):1147–55. Epub 2017/03/01. 10.1159/000464121 .28245472

[71] ChenIH, WangHH, HsiehYS, HuangWC, YehHI, ChuangYJ. PRSS23 is essential for the Snail-dependent endothelial-to-mesenchymal transition during valvulogenesis in zebrafish. Cardiovasc Res. 2013;97(3):443–53. Epub 2012/12/06. 10.1093/cvr/cvs355 .23213106

[72] KleinT, LingZ, HeimbergH, MadsenOD, HellerRS, SerupP. Nestin is expressed in vascular endothelial cells in the adult human pancreas. J Histochem Cytochem. 2003;51(6):697–706. Epub 2003/05/20. 10.1177/002215540305100601 .12754281

[73] MokryJ, CizkovaD, FilipS, EhrmannJ, OsterreicherJ, KolarZ, et al Nestin expression by newly formed human blood vessels. Stem Cells Dev. 2004;13(6):658–64. Epub 2005/02/03. 10.1089/scd.2004.13.658 .15684833

[74] ShimizuT, SugawaraK, TosakaM, ImaiH, HoyaK, TakeuchiT, et al Nestin expression in vascular malformations: a novel marker for proliferative endothelium. Neurol Med Chir (Tokyo). 2006;46(3):111–7. Epub 2006/03/28. 10.2176/nmc.46.111 .16565580

[75] TeranishiN, NaitoZ, IshiwataT, TanakaN, FurukawaK, SeyaT, et al Identification of neovasculature using nestin in colorectal cancer. Int J Oncol. 2007;30(3):593–603. Epub 2007/02/03. .17273760

How the deposited data were processed for this re-analysis (not part of the article)

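The data were 18 RNA-seq libraries of FACS-isolated glomerular cells, 6 each of podocytes (MafB-GFP), mesangial cells (Meis1-GFP) and endothelial cells (Tie2-GFP), with 3 libraries from *Cd2ap*+/-, *Fyn*-/- mice (3-allele) and 3 from controls in each cell type. Controls of the podocyte comparison were *Fyn*+/+ and those of the other 2 comparisons *Fyn*+/-, by the sample records.

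The authors amplified the RNA, made unstranded libraries, aligned the reads to the mouse assembly mm9 and normalized the values with DESeq before they deposited them as NRPKM (normalized RPKM), in 1 table per cell type. The paper names Strand NGS for these steps and the submitters' processing notes name TopHat 1.4.1. Each table held 37489 genes and 6 library columns, and all 18 columns were matched to a sample record. In each table 239 gene symbols occurred more than once and were kept apart as separate genes. Reads were not processed again, and no counts were recovered from the normalized values.

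The paper states a target depth, and the depth of each library was not given. The NRPKM sums ranged from 229880 to 285740, and from 6990 to 8491 genes reached 5 NRPKM in a library. Without counts no counting error could be set beside a value, and the precision is given by the spread between libraries.

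For each cell type log2(NRPKM + 0.1) was fitted with limma 3.58.1 in R 4.3.3, with tables handled in Python 3.11.15 and pandas 2.3.3. Genes with at least 5 NRPKM in 3 of the 6 libraries were tested. A gene was called by the study's thresholds, an unadjusted p of 0.05 and a fold of 1.5, after Y-linked genes had been removed and, in podocytes, genes of the endothelial filter. That filter took genes with 80 NRPKM in 2 of the 6 control podocyte and endothelial libraries and a 4-fold higher mean in control endothelial cells than in control podocytes. The study's own endothelial filter used a test on counts, for which only the fold and level were available here. p values were also adjusted over all tested genes by the method of Benjamini and Hochberg, and over the genes of a list alone. Whether 3-allele and control libraries overlapped was noted for each gene.

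Gene lists were written by hand after S1, S2 and S3 Tables had been read and before the deposited values were examined. They were tested with camera in limma with a fixed correlation between genes of 0.01 and, as an alternative, with the estimated correlation, and adjusted over all lists and cell types together. The difference of the genotype effect between cell types was tested with limma on the genes tested in both, in 1 fit of all 18 libraries, so the spread of the third cell type enters the error.

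The genes named in the text follow a rule set before the deposited values were examined: each gene the paper names for a cell type, the 8 highest and 8 lowest folds among called genes whose libraries did not overlap, and for each list described up to 4 called members with the lowest p, or 2 where none was called. Genes the rule did not name are named only where the text says why.

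Replicate numbers were tested for pairing by the correlation of deviations from the group means. Same-numbered libraries correlated at 0.525, 0.271 and 0.435 in podocytes, 0.600, 0.348 and 0.682 in mesangial cells and 0.257, 0.521 and 0.043 in endothelial cells. With each value above 0.1 the numbers were taken as pairs in podocytes and mesangial cells and not in endothelial cells. Some differently numbered libraries also exceeded 0.1, at 0.233 and 0.105 in podocytes and 0.122 in mesangial cells, and the rest there lay below 0. In each of these cell types 1 of the pairs is also the batch pair. The cutoff therefore does not show pairing beyond the batch. The pairing comes from the values and not from a statement in the records. The deposited columns of replicate 1 of each podocyte group share a name suffix, which endothelial 3-allele replicate 3 also carries. From the podocyte pair 17 genes were picked, at 5 NRPKM or more in both and at most 1 NRPKM in the other podocyte libraries. Their split of the podocyte libraries was thus fixed by the choice. The 2 batches follow the suffix in podocytes and these genes in the other cell types. In replicate 3 of the 3-allele and control groups 17 and 16 of them reached 5 NRPKM in mesangial cells, and 14 and 15 in endothelial cells. At most 1 did so in any other library.

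The share of endothelial and mesangial transcripts in each podocyte library was estimated from genes with at least 80 NRPKM in the source cells and a 20-fold lower level in control podocytes and in the other source. For the subtraction, the mean profile of the source cells was removed in proportion to the share and the rest was scaled back to the full library. Values below 0 were set to 0. The method was run on simulated mixtures, where shares of 2% endothelial and 5% mesangial transcripts were estimated at 3.50% and 7.59%, and 5% and 10% at 6.56% and 12.4%. The mixtures used the source profiles and genes of the estimate, and control podocyte means that already hold such transcripts. They therefore neither show nor exclude an error of the estimate.

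The comparison was tested on simulated data with the spread of the real libraries, shuffled over the genes. The noise was independent between libraries, without replicate pairs or batches, so the rates need not hold for the real libraries. The study's thresholds recovered 78%, 98%, 100% and 100% of genes changed 2-fold, 4-fold, 8-fold and 16-fold in podocytes, 72%, 90%, 100% and 100% in mesangial cells and 76%, 90%, 100% and 100% in endothelial cells. They called 3.42%, 3.69% and 4.28% of unchanged genes. At an adjusted p of 0.05, 22%, 66%, 92% and 94% of the changed genes were recovered in podocytes, 26%, 74%, 88% and 90% in mesangial cells and 16%, 68%, 92% and 96% in endothelial cells.

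Alternatives set before the data were examined were other added constants, other filters on low values, median-of-ratios scaling, quantile normalization, a variance trend with robust fitting, leaving out each library, the replicate pairs as a block, age as a covariate, 3 other versions of the endothelial filter, leaving out the pair of 5-month-old mice and the estimated correlation for lists. A batch covariate, the larger batch alone and the subtractions were added after the data had been seen.

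The qPCR, histology and blood chemistry of the paper were not analysed here.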

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

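Of the tests in this part, the evenness of the shares over endothelial genes was set before its result was seen, and the other tests on single patterns were chosen after.

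In the podocyte libraries a signal appeared in mesangial genes that the paper did not analyze there. The estimated mesangial share reached 27.2% in 3-allele replicate 1, above the highest control at 6.33%.

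Endothelial and mesangial cells left in the mutant podocyte sorts may account for these transcripts. All genes selected from either source, 100%, had a higher mean in 3-allele podocytes, although their selection as low in control podocytes favors this. Each mutant library lay above each control for 34 of the 42 endothelial genes and for 10 of the 35 mesangial ones, and the mesangial share of 3-allele replicate 3, 4.47%, lay below that of control replicate 1. *Kdr* and *Itga8* stood at 25.1 and 79.7 NRPKM. Against expression of the endothelial genes by the mutant podocytes themselves, their share was even from gene to gene, with upper and lower quartiles 2.28-fold apart. Evenness of the mesangial genes was not tested, so their expression by mutant podocytes stays open. After subtraction the endothelial and mesangial marker lists were still higher (camera adjusted p = 5.01e-08 and 0.0147), so proportional shares did not account for their whole rise. As the whole cause of the 270 higher genes the carried-over cells are argued against by 17 of them. These stood over 4-fold above each endothelial and mesangial library in all 3 mutant podocyte libraries, a margin set in case the tables were normalized separately. Parietal epithelial and tubule cells were not compared, so the 17 genes do not argue against a carry-over of those. The estimated shares accounted for a median of 28.1% of the excess of the 270. What was left had been rescaled before this comparison, which lowers the percent, and the 97 higher genes of the endothelial filter were left out. The 28.1% therefore does not argue against carried-over cells. The 270 genes were not alike in this. After subtraction 142 still passed, and 128 did not, with a median of 69.3% of their excess accounted for. For these 128 the carried-over cells cannot be told apart from a rise in the podocytes, because the genes were singled out by the subtraction itself. Damage to glomeruli in the mutant that makes the cells harder to separate in a GFP sort stays open as a biological reason for a higher share, and was not tested.

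Among genes outside those the paper discusses, *Xist* was 194-fold lower in 3-allele mesangial libraries. The 3-allele genotype is argued against, because 3 of the 3-allele libraries of podocytes and endothelial cells had *Xist* above 50 NRPKM. A different sex of the mice in the 2 groups may be the reason, since the Y-linked genes followed *Xist* in all 6 mesangial libraries. For the 136 other called mesangial genes off the X chromosome genotype and sex cannot be told apart, because no sex pattern was present in both groups.

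Immediate early and dissociation stress genes, outside those the paper discusses, leaned higher in 3-allele endothelial cells, by a median log2 of 0.60 over 30 genes, of which 9 passed, and interferon response genes by 0.43 over 24, of which 3 passed. None passed adjusted over either list alone. The camera adjusted p were 0.209 and 0.393 with an estimated correlation, and the interferon list did not pass without 3-allele replicate 1 (0.0988) or control replicate 2 (0.0552). In 3-allele replicate 1 macrophage and parietal epithelial markers averaged 6.01 and 12.55 NRPKM, against at most 2.41 and 2.46 in the other 5 libraries. *Nfkbiz*, an inducible regulator of NF-kappaB, was 2.20-fold higher (20.5 ± 4.79 against 9.23 ± 1.92 NRPKM), *Rcan1*, a calcineurin inhibitor gene, 1.91-fold (38.3 ± 7.05 against 20.0 ± 4.43) and *Ifit3*, which binds viral RNA, 2.05-fold (10.8 ± 5.16 against 4.87 ± 0.394, not passing within the larger batch at log2 1.22). No explanation was tested for either group of genes.

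*Cacna1a*, which encodes a subunit of a neuronal calcium channel, was noted for a difference between cell types. It was higher in 3-allele podocytes (8.56 ± 1.20 against 1.14 ± 0.818 NRPKM, log2 2.99) and lower in 3-allele mesangial cells (7.14 ± 2.00 against 11.3 ± 2.26 NRPKM, log2 -0.68), a difference of 3.67 in log2 (standard error 0.50, adjusted p = 0.0145) with each mutant library on its group's side. It was 1 gene of 7027 with an adjusted p under 0.05, where 303 had an unadjusted p under 0.05. With limma none of 6770 genes passed for podocytes against endothelial cells (262 at an unadjusted p under 0.05). Other groupings of the libraries gave a count as large in 15 of 100, the real one included, with a highest of 514, so chance is not excluded. The podocyte controls were *Fyn*+/+ and the mesangial controls *Fyn*+/-, and in mesangial cells genotype and sex fell together. A difference between these contrasts is therefore not one of cell type alone.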

How the results depend on the processing

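The batch covariate, the larger batch alone and the subtractions of other cells' transcripts were chosen after the data had been seen, and the other settings before. The subtraction was first made without scaling the rest back, and the scaled form was adopted after that result had been seen. Scaling back raises genes that the other cells hardly express by more in the mutant libraries, whose shares were larger on average.

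Of 92 called podocyte genes named in the text or taken from the lists it describes 61 kept their call under each planned setting and 40 under all settings, of 37 mesangial genes 24 and 21, and of 33 endothelial genes 19 and 18. Without any filter on low values the counts of higher and lower genes were 1331 and 248 in podocytes (1170 and 149 over 2-fold, 1 at an adjusted p under 0.05), 269 and 249 in mesangial cells (209 and 177, 2) and 349 and 183 in endothelial cells (258 and 129), since more genes near 0 were tested. With 5 NRPKM in all 3 libraries of a group, limma placed 8 podocyte genes at an adjusted p under 0.05. Quantile normalization gave 52 podocyte genes over 2-fold lower, no mesangial gene and 1 endothelial gene at an adjusted p under 0.05. The mesangial count of 1 was also 0 with an added constant of 0.01, with the variance trend, with age, with the batch covariate and within the larger batch. With age as a covariate 20 podocyte genes passed the adjusted threshold and 27 mesangial genes were over 2-fold lower. Without the 5-month pair 146 mesangial genes were higher and 401 lower, 131 over 2-fold. The batch covariate gave 238 lower podocyte genes, 137 at an adjusted p under 0.05, and 25 mesangial genes over 2-fold lower. Within the larger batch 299 podocyte genes were lower (54 over 2-fold, 89 at an adjusted p under 0.05), 40 mesangial genes were higher and 39 lower, and 70 and 37 endothelial genes were over 2-fold higher and lower. With the endothelial genes kept 266 podocyte genes were over 2-fold higher, with a broader removal 106, and with mesangial genes removed as well 109 were higher, 47 over 2-fold. Subtraction gave 168 higher podocyte genes (112 over 2-fold) and 52 over 2-fold lower, and unscaled subtraction 91 higher, 325 lower, 75 and 103 over 2-fold, and 1 at an adjusted p under 0.05. Under subtraction *Tgfb1* (log2 -0.80), *Nrp2* (-0.56), *Nr1d2* (-1.55), *Kank4* (-0.41) and *Itga8* (-2.02) had a log2 below 0, from which no direction can be read, since 3-allele replicate 1 was set to 0 in the first 3 (mean 2.23 against 1.70 NRPKM, 3.53 against 2.05 and 11.0 against 8.92, higher in the mutant) and all 3 mutant libraries in the others, and podocyte markers (adjusted p = 0.0247) and human FSGS and nephrotic syndrome genes (0.0224) turned from lower to higher. Leaving out 1 library gave 94 to 309 lower podocyte genes (34 to 73 over 2-fold, 0 to 12 at an adjusted p under 0.05), 39 to 159 higher and 46 to 561 lower mesangial genes (16 to 252 over 2-fold lower, 0 to 2 at an adjusted p under 0.05), and 48 to 160 higher and 26 to 120 lower endothelial genes (20 to 84 and 16 to 39 over 2-fold, 0 to 1). Lists that passed numbered 7 to 12 in mesangial and 2 to 5 in endothelial cells without 1 library, against 6 and 5, and 0 in each cell type with an estimated correlation, against 17 in podocytes. Beyond the filter and the number of libraries the cause was not tested.

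With the replicate pairs as a block 249 podocyte genes were lower and 127 passed an adjusted p under 0.05, 124 mesangial genes were higher and 254 lower (35 over 2-fold), and subtraction with the block gave 269 lower podocyte genes (74 over 2-fold) and 0 at an adjusted p under 0.05 (556 unadjusted), with the same 5 log2 values (-0.80, -0.56, -1.55, -0.41 and -2.02), which a block does not alter, and adjusted p of 0.00956 and 0.0143 for podocyte markers and human FSGS and nephrotic syndrome genes. Among these genes the block ended 1 podocyte call (*Irf9*) and added 3, and added 1 in mesangial cells, and it changed no other call of these genes there. Of the lists described, it added smooth muscle genes (0.0152) and immediate early genes (0.00357) in mesangial cells. The endothelial replicates were not taken as pairs, where the block gave 67 lower genes, ended 1 named call and the call of the angiogenesis list (0.0509), and added the clock list (0.0162).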

Differences from the paper's values

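For *Spon2* the paper gives a 135-fold rise in mutant podocytes and the value here is 74.5-fold. Of the alternatives set before the data were examined, leaving out 3-allele replicate 3 (106) comes within 1.5 times of the paper's value, and the others do not. With an added constant of 0.01 the fold is 233 and with 1 it is 12.4.

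The paper counts 90 podocyte genes over 2-fold higher and 174 were counted here. The value falls within 1.5 times of the paper's without control replicate 2 (119) and with the broader removal of endothelial genes (106), and not under the other planned settings. Of 152 higher genes in S1 Table 148 passed here, and of 151 lower ones 125 (131 with the replicate pairs as a block).

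The paper counts 6 mesangial genes over 2-fold lower and 15 were counted here, and none of the planned settings comes within 1.5 times of the paper's value. The paper describes these as low in controls also, and *Xist*, which its table does not list, was at 216 NRPKM in controls here. All 46 lower genes in S2 Table passed here, and 34 called genes are not in it. Of its 55 higher genes 40 passed (41 with an added constant of 0.01, 45 with the block and 53 with median-of-ratios scaling).

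In endothelial cells the paper counts 45 higher genes, 15 of them over 2-fold, and 5 over 2-fold lower. The counts here were 95, 33 and 17. Without 3-allele replicate 1 the higher counts (48 and 20) fall within 1.5 times of the paper's, while the other planned settings do not bring them there, and none does so for the count over 2-fold lower. All 45 higher genes of S3 Table passed here, and of 26 lower ones 18 (20 with the block and 25 with median-of-ratios scaling).

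In podocytes *Ripply3*, which the paper gives as higher, was below the expression filter here and was not tested, and without a filter it was 9.35-fold higher. *Robo2* in podocytes (1.48-fold lower), *F2r* (1.49-fold higher) and *Ppap2c* (1.67-fold higher, short of the p threshold) in mesangial cells did not pass here. The paper has *Prss23* as not strongly raised in mutant podocytes, and it was 2.16-fold higher here by the study's thresholds.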

Other observations

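The tests on *Myo1h* and *Kctd10* were chosen after the pattern had been seen.

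Mutant podocyte libraries held more transcript of antigen presentation genes. *H2-Ab1*, a chain of the class II molecule, was 5.45-fold higher (33.1 ± 18.0 against 5.33 ± 1.03 NRPKM, SD, n = 3) and *Cd74*, its invariant chain, 5.74-fold (68.8 ± 40.0 against 10.3 ± 2.71, 9.03-fold without 3-allele replicate 3). Of 3 class II genes 2 were higher and 1 did not pass (2 adjusted over the list alone, camera adjusted p = 0.0116, and 0.217 with an estimated correlation, 0.0044 after subtraction, 0.0624 with the batch covariate). Macrophages also carry these genes, and the subtraction did not cover them. Macrophage markers averaged 6.95, 8.97 and 2.51 NRPKM in the 3-allele libraries and 2.34, 2.02 and 2.11 in controls. Of 12 glomerular basement membrane genes 5 were higher and 7 did not pass (2 adjusted over the list alone, camera adjusted p = 0.00271, and 0.337 with an estimated correlation, 2.33e-06 after subtraction, 0.0893 without control replicate 3), 2 of them removed by the endothelial filter. *Nid2*, which links laminin and collagen, was 2.14-fold higher (31.1 ± 10.4 against 14.1 ± 2.44). Of 6 cell cycle genes 3 were higher and 3 did not pass (2 adjusted over the list alone, camera adjusted p = 0.00225, and 0.19 with an estimated correlation, 0.0157 after subtraction), and 2 of 4 parietal epithelial markers were higher (2 adjusted over the list alone, camera adjusted p = 0.00468, and 0.393 with an estimated correlation, 0.0128 after subtraction, 0.15 without 3-allele replicate 1). Interferon response genes had 3 of 15 higher and 12 not passing (0 adjusted over the list alone, camera adjusted p = 0.00465, and 0.532 with an estimated correlation, 0.981 after subtraction, 0.261 without 3-allele replicate 1). Of 25 antioxidant and redox genes none passed (0 adjusted over the list alone, camera adjusted p = 0.381, and 0.77 with an estimated correlation), and of 35 immediate early genes 3 were higher, 1 lower and 31 did not pass (0 adjusted over the list alone, camera adjusted p = 0.107, and 0.805 with an estimated correlation, 3.96e-05 after subtraction, 0.000437 and 0.000144 without 3-allele replicate 1 and control replicate 3).

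In mutant endothelial cells *Nid2* was 1.98-fold higher (54.3 ± 2.52 against 28.0 ± 7.96 NRPKM, SD, n = 3) and *Apold1*, an early response gene of vessels, 1.98-fold (27.4 ± 1.89 against 14.2 ± 4.09). Of 11 glomerular basement membrane genes 2 were higher, 1 lower and 8 did not pass (0 adjusted over the list alone, camera adjusted p = 0.00852, and 0.511 with an estimated correlation, 0.0794 without 3-allele replicate 2 and 0.243 without control replicate 1). *Fcer1g*, an adaptor of immune receptors, was 2.79-fold higher (12.7 ± 7.84 against 4.03 ± 0.680) as 1 of 3 macrophage markers, with 2 not passing (1 adjusted over the list alone, camera adjusted p = 0.000894, and 0.19 with an estimated correlation, 0.059 without control replicate 2).

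*Myo1h* was near 0 in 5 libraries, in which *Kctd10* averaged 156 NRPKM. The 3-allele genotype is argued against, because 6 of the 3-allele libraries of the other cell types had *Myo1h* above 5 NRPKM and 2 mesangial controls had it near 0. Processing that assigned the reads of overlapping genes differently in these libraries is also argued against, because 0 of 524 other overlapping pairs on opposite strands were split the same way. A variant carried by some of the mice at these genes may be the reason, and the ratio of the 2 genes fell into 2 states 44.4-fold apart. Genotypes at the locus were not analysed here, so this cannot be told apart from an effect on transcription in those mice.

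The 6 libraries of a cell type can be divided in 10 ways into groups of 3, too few for a share under 0.05. In podocytes the real division gave 421 called genes, 0 at an adjusted p under 0.05 and 17 lists that passed, and the highest of the others 750, 2 and 14. In mesangial cells these were 142, 1 and 6 against 2070, 4 and 7, and in endothelial cells 133, 0 and 5 against 1159, 3 and 8. Divisions with several times the real count point to a structure of the samples other than genotype. Among the other divisions that part all 3 replicate pairs, podocytes gave 50 to 113 called genes, and the mesangial ones gave fewer than the real division. In endothelial cells, whose replicates were not taken as pairs, they gave 75, 134 and 161, with 2 of the 3 above the real 133. Each of these sets 1 or 2 mutant libraries beside controls. For the differences between cell types the real count was 0 for podocytes against endothelial cells (highest other 5) and 0 for mesangial against endothelial cells (highest other 353). Any of the 100 groupings reaches a count of 0, so these say nothing on chance.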
